# Bcl2 is a critical regulator of bile acid homeostasis by dictating Shp and lncRNA H19 function

**DOI:** 10.1038/srep20559

**Published:** 2016-02-03

**Authors:** Yuxia Zhang, Chune Liu, Olivier Barbier, Rana Smalling, Hiroyuki Tsuchiya, Sangmin Lee, Don Delker, An Zou, Curt H. Hagedorn, Li Wang

## Abstract

Bile acid (BA) metabolism is tightly controlled by nuclear receptor signaling to coordinate regulation of BA synthetic enzymes and transporters. Here we reveal a molecular cascade consisting of the antiapoptotic protein BCL2, nuclear receptor Shp, and long non-coding RNA (lncRNA) H19 to maintain BA homeostasis. Bcl2 was overexpressed in liver of C57BL/6J mice using adenovirus mediated gene delivery for two weeks. Hepatic overexpression of Bcl2 caused drastic accumulation of serum BA and bilirubin levels and dysregulated BA synthetic enzymes and transporters. Bcl2 reactivation triggered severe liver injury, fibrosis and inflammation, which were accompanied by a significant induction of H19. Bcl2 induced rapid SHP protein degradation via the activation of caspase-8 pathway. The induction of H19 in Bcl2 overexpressed mice was contributed by a direct loss of Shp transcriptional repression. H19 knockdown or Shp re-expression largely rescued Bcl2-induced liver injury. Strikingly different than Shp, the expression of Bcl2 and H19 was hardly detectable in adult liver but was markedly increased in fibrotic/cirrhotic human and mouse liver. We demonstrated for the first time a detrimental effect of Bcl2 and H19 associated with cholestatic liver fibrosis and an indispensable role of Shp to maintain normal liver function.

Bile acids (BAs), synthesized from cholesterol in the liver, play a critical role in eliminating excess cholesterol from the body and facilitating intestinal digestion and absorption of dietary fat, steroids, drugs, and lipophilic vitamins^1^. Extensive research has revealed bile acids as important signaling molecules in the regulation of lipid, glucose, and energy metabolism. However, excessive accumulation of cytotoxic bile acids can cause cell damage leading to inflammation and fibrosis contributing to carcinogenesis in gastrointestinal tract^2^. The nuclear receptor small heterodimer partner (Shp, Nr0b2) is an essential component in the negative feedback regulation of bile acid synthesis. In response to elevated levels of intrahepatocellular bile acids, nuclear receptor farnesoid X receptor (FXR) activates Shp to repress the expression of two key enzymes cholesterol 7α-hydroxylase (Cyp7A1) and sterol 12α-hydroxylase (Cyp8B1) for *de novo* synthesis of bile acids^3^,^4^,^5^. Additionally, induction of Shp represses the transactivation of bile acid transporter sodium-taurocholate cotransporting polypeptide (NTCP) at the basolateral membrane of the hepatocytes to block uptake of bile acids into hepatocytes^6^ and facilitates renal excretion of bile acids. In the intestine, increased bile acids activate FXR causing induction of fibroblast growth factor 15 (Fgf15, FGF19 in human), an intestinal hormone that binds with liver FGF receptor 4 (FGFR4) via an endocrine mode after its secretion from the intestine, to inhibit Cyp7A1^7^. Thus, bile acid homeostasis is tightly controlled by a coordinated regulation of genes involved in bile acid biosynthesis, uptake, and efflux in the liver and ileum.

Apoptosis is essential for maintaining tissue homeostasis. B-cell lymphoma protein 2 (Bcl2), an antiapoptotic family member containing four conserved α-helical motifs known as Bcl-2 homology (BH1–4) domains and a transmembrane domain (TM), is known to inhibit apoptosis by binding to the pro-apoptotic proteins BCL2-associated X protein (Bax) and BCL2-antagonist/killer 1 (Bak)^8^. Bcl2 expression is barely detectable in normal hepatocytes. However, its expression is highly induced in a rat model of cholestasis by bile-duct ligation (BDL)^9^ and in bile ducts and hepatocytes in human hepatitis C cirrhotic liver^10^. In addition, biliary epithelial cells are Bcl2 positive in primary biliary cirrhosis (PBC), an inflammatory condition of bile ducts that leads to fibrosis and cirrhosis^11^. Bcl2 expression in proliferated bile duct epithelial cells is proposed to promote hepatic stellate cell activation and fibrosis in patients with autoimmune cholangitis and PBC^12^. Interestingly, ursodeoxycholic acid (UDCA), a secondary bile acid (BA) produced by intestinal bacteria as a metabolic by-product, is effective in inducing tumor cells apoptosis via changing the conformation of Bcl2^13^. Despite these observations, the role of Bcl2 in BA metabolism and normal liver function remains unknown.

The long non-coding RNA (lncRNA) H19 is an imprinted and maternally expressed gene, which was first discovered in fetal mouse and human liver^14^. H19 is important in embryonic development and stem cell growth and its hepatic expression is repressed after birth^15^. In liver and gastric cancers, aberrant expression of H19 is observed^16^. Nonetheless, little is known about the regulatory role of H19 in liver disease.

This study describes a molecular cascade consisting of sequential translational and transcriptional regulatory events that coordinately maintain BA homeostasis, including Bcl2, Shp, and lncRNA H19.

## Results

### Hepatic overexpression of Bcl2 disrupts bile acid homeostasis

To examine the *in vivo* pathophysiological function of Bcl2, we transiently overexpressed Bcl2 specifically in the liver using adenovirus (control GFP and GFP-Bcl2) mediated gene delivery for two weeks. A second group of mice were fed a 1% cholic acid (CA) diet for 7 days (serve as a positive control) one week after virus injection. RT-PCR (Fig. 1A*, top two*) and Western blot (bottom two) analysis confirmed the expression of Bcl2 mRNA and BCL2 protein, respectively. Bcl2 levels were compatible between Bcl2 vs. Bcl2-CA groups, suggesting that they were not altered by CA feeding. Bcl2 overexpression caused a yellowish color in liver, an enlarged size of gallbladder and spleen (Fig. 1B). A yellowish color was also observed in serum in Bcl2 mice (Fig. 1C, *left*). Bcl2 markedly elevated serum bile acid levels, which were compatible with that of CA feeding. Serum BA levels were further increased in Bcl2+CA mice compared to Bcl2 mice. Interestingly, BA pool size and fecal BA secretion were both reduced in Bcl2 mice, which was in contrast to their elevation in CA-fed mice (Fig. 1C, *right two*). Therefore, the decreased secretion of BA through intestine to feces in Bcl2 mice will cause BA retention in gallbladder and result in an enlarged gallbladder.

To understand Bcl2-mediated BA metabolic changes, we determined alterations of BA composition in GFP and Bcl2 mice. Unconjugated, taurine-, glycine- and sulfate-conjugated bile acid levels were measured using liquid chromatography/tandem mass spectrometry (LC-MS/MS). Among 19 BAs we analyzed, taurocholic acid (TCA), β-muricholic acid (βMCA), and TβMCA, the three major BAs in mouse serum, were increased significantly in Bcl2 mice (Fig. 1D). The primary bile acid CA and other conjugated BAs such as taurochenodeoxycholic acid (TCDCA), glycocholic acid (GCA), and taurolithocholic acid (TLCA) were elevated as well. Significant increases in total bilirubin and direct bilirubin, two indicators of impaired liver function, were observed in Bcl2 mouse serum (Fig. 1E).

BA synthesis and absorption are systematically controlled by many genes, including hepatic BA synthetic enzymes, nuclear receptors, and BA transporters. Interestingly, the expression of key enzymes for BA synthesis (Cyp7a1, Cyp8b1, Cyp27a1, Cyp7b1), BA receptor Fxr and its downstream target Shp, and several BA transporters (Ntcp, Oatp1b2, Bsep), was consistently downregulated in Bcl2 vs. GFP liver (Fig. 1F). The results suggest a pervasive disruption of BA homeostasis by Bcl2 reactivation in the liver.

### Bcl2 reactivation induces liver injury, fibrosis, and H19 expression

H&E staining revealed severe liver damage with changes in both liver architecture as well as necrosis in Bcl2 mice (Fig. 2A and S1). The development of liver fibrosis and Kupffer cells infiltration was identified by picrosirius red and F4/80 staining, respectively. Interestingly, the increases in serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels, two classical markers of liver injury, were less striking than we would expect in Bcl2 mice (Fig. 2B, left and middle), whereas serum alkaline phosphatase (ALP) levels were drastically increased in Bcl2 mice (right). This observation is similar to that in patients with HCV cirrhosis who often have normal or slightly elevated serum AST and ALT levels^17^. Consistent with the histology analysis, the expressions of fibrosis markers, including alpha smooth muscle actin (α-SMA), collagen type I alpha 1 (Col1a1), and collagen type I alpha 2 (Col1a2), was significantly upregulated in Bcl2 vs GFP liver (Fig. 2C). Adenovirus-mediated gene delivery is one of the most commonly used methods to effectively deliver gene of interests in the liver. The observed liver injury by Ad-BCL2 was unlikely attributed by the mild inflammation by adenovirus, as it was not observed with the AdGFP-control.

A revolution in the analysis of RNA has come through the development of deep sequencing (RNA-seq) technologies to map the entire transcriptome in cells. 

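Gene counts of 8 livers, 5 from Bcl2 mice and 3 from GFP mice, were taken from the table the authors deposited. The mice were male and 8 weeks old, and the livers were collected 2 weeks after the virus. Libraries were stranded and made from total RNA after removal of ribosomal RNA, and genes carry the coordinates of the mouse genome build GRCm38. The paper's text names neither the aligner nor the counting program for these libraries, nor the species of the Bcl2 transgene. Counts assigned to genes totaled 4780389 to 6333416 per liver (median 6120849) in the Bcl2 group and 4457966 to 4785514 (median 4773127) in the GFP group. A floor of 3 counts corresponds to 0.429 to 0.828 CPM, depending on the liver. Of 36771 genes in the table, 13989 had at least 10 counts in at least 3 livers and were tested with the quasi-likelihood test of edgeR after TMM normalization, with Benjamini-Hochberg adjustment. Their common dispersion was 0.0322, a biological coefficient of variation of 17.9%. Levels are given as mean ± SD in CPM, counts scaled by the TMM-normalized library size. The mouse Bcl2 gene itself had 9, 3, 4, 2 and 0 counts in the 5 Bcl2 livers and 0, 0 and 0 in the 3 GFP livers. The groups overlapped at 0, and the gene was below the limit for testing.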

To identify crucial regulators contributing to Bcl2-mediated liver injury, we conducted RNA-seq analysis of liver in Bcl2 (n = 5) and GFP control (n = 3) mice (GEO number: GSE67972). 

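Between Bcl2 and GFP livers, 2257 differentially expressed genes passed a fold change above 1.5 and an adjusted p-value under 0.05 in edgeR, 1080 higher and 1177 lower in Bcl2 livers. Of these, 1802 are also called in the comparison deposited by the authors, each in the same direction. Of all alternatives, a test against the fold change of 1.5 itself (glmTreat) moved the count of differentially expressed genes by the largest ratio, to 483, and scaling by library size only by the largest number of genes, to 4148. Of the latter, 87.8% were higher, and the median log2 fold change of all genes was then 0.39. Without GFP replicate 1, 1171 genes were called (533 higher, 638 lower), and 1123 of them were among the 2257. For 3822 of the tested genes (27.3%), every Bcl2 liver lay on the same side of every GFP liver, against 3.57% by chance.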

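By fitted fold change, which for genes at the floor depends on the prior count, the 5 largest increases among called genes with a mean of at least 1 CPM and no overlap between the groups were in ENSMUSG00000076691, H19, Fbp2, Sult2a1 and Plat. ENSMUSG00000076691, a gene on chromosome 12 without a symbol, was at 3.76 ± 3.87 CPM in Bcl2 livers and at 0 counts in all GFP livers, at least 4.93-fold higher (edgeR adjusted p 0.0439, from 3.36e-04 to 0.101 over the alternatives). The call of the ENSMUSG00000076691 log2 fold change was lost without GFP replicate 1 (adjusted p 0.101), 2 (0.0998) or 3 (0.0902) and without Bcl2 replicate 2 (0.0732) or 3 (0.0677). Fbp2 rose from 0.661 ± 0.356 to 13.1 ± 4.16 CPM (log2 fold change 4.25, SE 0.47, adjusted p 7.00e-04), and Sult2a1 from 0.162 ± 0.141 to 3.11 ± 1.37 CPM, at least 4.08-fold (adjusted p 0.00418). The Plat log2 fold change was 3.92 (SE 0.86, adjusted p 0.00941, from 9.46e-07 to 0.0771 over the alternatives) and lost its call with limma-voom (0.0771) and with robust dispersion estimates (0.0540). The 5 largest decreases were in Mup7 (log2 fold change -8.58, SE 1.60, adjusted p 0.00442), Mup11 (-7.87), ENSMUSG00000089681 (-6.18), Mup21 (-5.41) and Sult2a8 (-5.33). Mup7 had 1507, 17 and 24 counts in the GFP livers and 0 to 5 counts in the Bcl2 livers. Leaving out GFP replicate 1 changed these values to -3.73 for Mup11, -3.17 for ENSMUSG00000089681, -3.46 for Mup21 and -3.68 for Sult2a8. Mup7 had too few counts to be tested without GFP replicate 1, 2 or 3. With limma-voom, Mup7 (adjusted p 0.132, range over the alternatives 5.21e-08 to 0.132), Mup11 (0.132, range 1.90e-08 to 0.132) and ENSMUSG00000089681 (0.0834, range 4.62e-08 to 0.0834) were not called. Mup genes are close paralogs, and how reads shared between them were counted is not stated.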

A total of 2164 differentially expressed genes (DEG) were identified (fold change >1.50 and false discovery rate (FDR) <0.05) in Bcl2 compared to GFP liver. Unsupervised hierarchical clustering of the log-transformed gene expression reads for each sample produced a visual Bcl2 overexpression transcriptome signature of 1091 upregulated and 1073 downregulated genes (Fig. S2A). 

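Average-linkage clustering on 1 minus the Pearson correlation, over log2 CPM of all 13989 tested genes, divided the livers into 2 clusters that held the 5 Bcl2 livers and the 3 GFP livers. All tested genes were used because genes called between the groups separate them by construction. The division was the same for all 8 livers with complete linkage, Spearman correlation, Euclidean distance, the 1000 most variable genes, RLE size factors, library size only and both other count filters. In each of the 8 clusterings without 1 liver, 7 of 7 livers fell with their own group. With 3 clusters, GFP replicate 1 stood apart from GFP replicates 2 and 3. The first principal component held 56.2% of the variance and the second 12.0%. On the first, the Bcl2 livers lay at -10.2, -30.3, -40.6, -40.1 and -13.4, and the GFP livers at 73.2, 31.8 and 29.5.

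**Figure D1:**
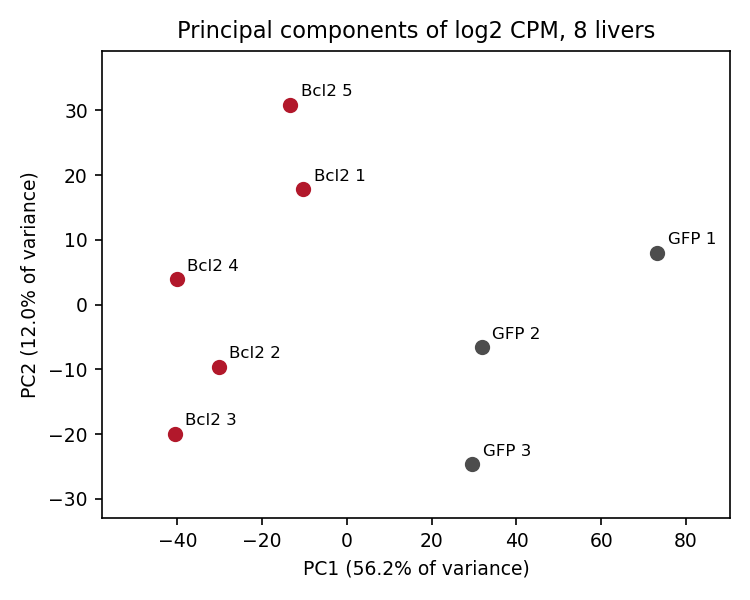
First 2 principal components of log2 CPM over the 13989 tested genes for the 5 Bcl2 livers and the 3 GFP livers. The components hold 56.2% and 12.0% of the variance. Points carry replicate numbers.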

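Gene lists were read from Fig. 2D and Fig. S2B, which the study drew from these same livers. Their genes were selected for a change, so p-values of these lists as a whole cannot decide whether the lists changed. In Bcl2 livers, 17 of the 18 collagen formation genes were higher past both thresholds (18 with p-values adjusted over the list alone), with a median log2 fold change of 1.38. Among them were Col1a1 (39.3 ± 22.5 CPM in GFP and 146 ± 70.1 CPM in Bcl2 livers, log2 fold change 1.89, SE 0.47, edgeR adjusted p 0.0169), Col1a2 (1.79, SE 0.41, adjusted p 0.0122) and Col4a3 (at least 3.09-fold). Adamts2 was not called (0.89, adjusted p 0.0790). The alpha smooth muscle actin gene Acta2 rose from 1.56 ± 0.886 to 13.5 ± 4.36 CPM (log2 fold change 3.07, SE 0.43, adjusted p 0.00147). With Col1a1 and Col1a2 it makes up the fibrosis markers of Fig. 2C, 3 of 3 called (3 adjusted over the list alone), with list p-values of 2.54e-04 (camera, adjusted) and 0.225 (camera with estimated correlation, adjusted). Without GFP replicate 1, 6 collagen formation genes were called and Col1a1 had an adjusted p of 0.0516 (range over the alternatives 1.45e-05 to 0.0611). Without GFP replicate 2 the number was 10, and without Bcl2 replicate 4 also 10. Among the other alternatives, robust dispersion estimates moved the count of collagen formation genes upregulated most, to 12. As a list, they were higher by camera with a preset correlation of 0.01 (adjusted p 2.17e-10) and by fry (adjusted p 0.0301), and not past 0.05 by camera with estimated correlation (adjusted p 0.253). The list median per liver gave a two-sided exact permutation p of 0.0179, the smallest that the 56 splits of the livers allow.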

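Of the 16 inflammatory response genes, 11 were higher in Bcl2 livers past both thresholds (15 adjusted over the list alone), with a median log2 fold change of 1.20. S100a9 (3.47, SE 0.68, edgeR adjusted p 0.00595) and Il10rb (1.04, SE 0.16, adjusted p 0.00211) were among them. Fos (1.25, adjusted p 0.215), Cxcl1 (1.09, 0.0649), Ptafr (0.96, 0.121), Cx3cl1 (1.25, 0.0686) and Cybb (0.74, 0.0962) were not called. Limma-voom called 7 inflammatory response genes upregulated, the lowest number among the alternatives that kept all livers. The number was 6 without GFP replicate 1, 6 without GFP replicate 2 and 7 without Bcl2 replicate 2. The list gave adjusted p-values of 1.39e-08 (camera), 0.0210 (fry) and 0.225 (camera with estimated correlation), and a two-sided exact permutation p of 0.0357. Of the 27 lipid and lipoprotein metabolism genes, 24 were higher (26 adjusted over the list alone), with a median of 1.00, among them Elovl7 (2.09, SE 0.36, adjusted p 0.00334), Chka (1.47) and Neu3 (1.77). Cd36 (0.76, adjusted p 0.0934), Lpl (1.04, 0.124) and Hexa (0.54, 0.0563) were not called. Leaving out 1 liver gave between 9 and 23 of these lipid genes, with 9 without GFP replicate 1, 15 without Bcl2 replicate 4, and 16 without Bcl2 replicate 3 or GFP replicate 3. Requiring at least 10 counts in every liver moved the lipid and lipoprotein metabolism genes upregulated to 19. For the lipid list, adjusted p-values were 1.52e-14 (camera), 0.0112 (fry) and 0.194 (camera with estimated correlation), and the two-sided exact permutation p was 0.0179.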

As expected, the expression of multiple genes involved in collagen formation (Fig. 2D*, left*), inflammation (Fig. 2D*, middle*) and lipid metabolism (Fig. S2B) was upregulated in Bcl2 mice. In contrast, genes involved in BA synthesis were downregulated (Fig. 2D*, right*), consistent with the qPCR results (Fig. 1F). 

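Of the 11 genes of bile acid and bile salt metabolism in Fig. 2D, a list drawn from these same livers, 9 were lower past both thresholds (10 adjusted over the list alone), with a median log2 fold change of -1.24. They included Slc10a1 (Ntcp; -2.18, SE 0.32, edgeR adjusted p 0.00194), Slc27a5 (-1.40, SE 0.20, adjusted p 0.00162) and Akr1d1 (-1.07, SE 0.13, adjusted p 8.61e-04). By list, the adjusted p-values were 3.05e-10 (camera), 0.0121 (fry) and 0.194 (camera with estimated correlation), and the two-sided exact permutation p was 0.0179. The genes of this list were selected for a change, so these p-values cannot decide whether the list changed. Leaving out 1 liver gave between 7 and 9 called genes. Among the alternatives, library size only moved the count of bile acid and salt metabolism genes downregulated most, to 6. The list median stayed negative under each scaling.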

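Of the 9 genes of Fig. 1F, 4 were lower past both thresholds (5 adjusted over the list alone), with a median log2 fold change of -1.12. These were Cyp27a1 (-0.97, SE 0.20, edgeR adjusted p 0.00742), Cyp7b1 (-2.40, SE 0.56, adjusted p 0.0132), Slc10a1, and Slco1b2 (Oatp1b2; -1.12, SE 0.16, adjusted p 0.00172). Cyp7b1 was at -1.16 without GFP replicate 1 (adjusted p 0.104, range over the alternatives that kept all livers 1.15e-05 to 0.0635). Slc10a1 moved to -1.51 without that liver and stayed called, and Cyp27a1 fell short of the fold threshold with library size only (-0.58). Not called were Cyp7a1 (-1.55, adjusted p 0.0581), Cyp8b1 (-1.62, adjusted p 0.179), Nr1h4 (Fxr; -0.39, adjusted p 0.160), Nr0b2 (Shp; -0.29, adjusted p 0.412, and 0.10 with library size only) and Abcb11 (Bsep; -0.42, adjusted p 0.112). The Cyp7a1 log2 fold change passed without Bcl2 replicate 1 (-1.85, adjusted p 0.0341) and without Bcl2 replicate 5 (-1.91, adjusted p 0.0250), against a range of 0.00223 to 0.153 over the alternatives. As a list, the 9 genes gave adjusted p-values of 2.91e-05 (camera), 0.0121 (fry) and 0.194 (camera with estimated correlation), and a two-sided exact permutation p of 0.0179.

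**Figure D2:**
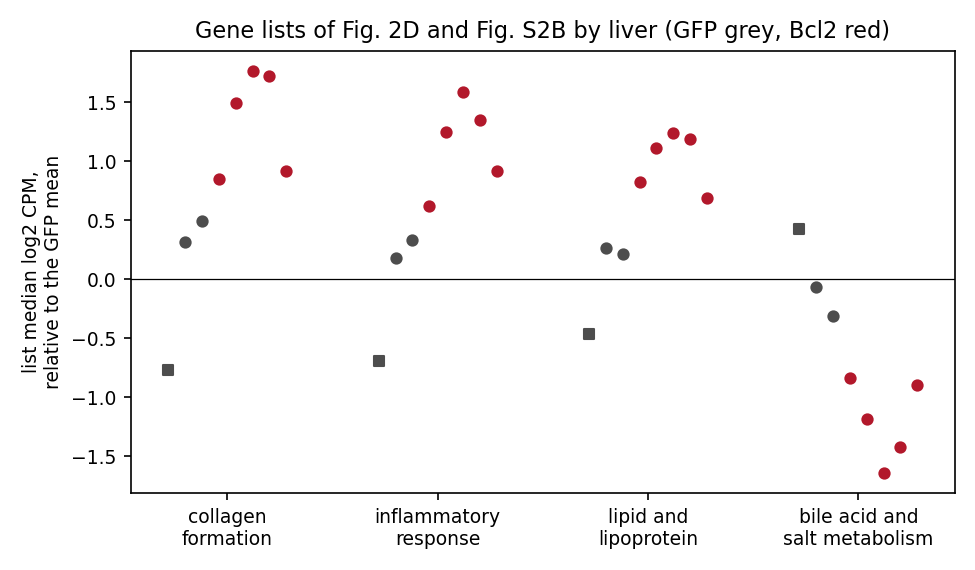
Median over each gene list of Fig. 2D and Fig. S2B of log2 CPM less the mean of the GFP livers, for each liver (GFP gray, Bcl2 red; GFP replicate 1 as a square). In the Bcl2 livers, the medians run from 0.85 to 1.77 (collagen formation), 0.62 to 1.59 (inflammatory response), 0.69 to 1.24 (lipid and lipoprotein metabolism) and -1.64 to -0.84 (bile acid and bile salt metabolism).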

We used Gene Set Enrichment Analysis (GSEA) computational method and Ingenuity Pathway Analysis (IPA) software to identify canonical pathways and biological processes that were enriched in the Bcl2 DEG set. Multiple pathways were significantly altered in Bcl2 liver (Fig. S3).

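The sets of GSEA and IPA were not used here. In their place, 25 short gene lists were written by hand, and camera was run on the 24 with at least 3 tested genes. Of these, 18 had an adjusted p-value under 0.05, 12 higher and 6 lower in Bcl2 livers. Of the 18, fry also called 9, while camera with estimated correlation called 0 (3 at an unadjusted p under 0.05). Library size only reduced the 18 to 11. The exact permutation test of list medians gave 11 of 24 lists a two-sided p under 0.05 and 0 after adjustment (smallest adjusted p 0.0612). With 56 splits of the livers no list can have a p under 0.0179. An adjusted p under 0.05 would need many lists at that limit, so 0 after adjustment does not show that no list changed. Lists are given as genes past both thresholds, median log2 fold change, adjusted p by camera and two-sided exact permutation p. Higher lists were p53 targets (13 of 17, 1.02, 3.81e-09, 0.0179), cell cycle (19 of 28, 1.05, 3.58e-12, 0.0179) and neutrophil markers (11 of 12, 3.06, or 2.98 with 1 gene at its bound, 1.39e-08, 0.0357). For fetal liver genes, 7 of 11 were higher and 2 lower (2.04, 2.54e-04, 0.0357); for imprinted genes 6 of 19 were higher (0.41, 0.0129, 0.0357; not called with library size only). Without centering of the genes, the exact permutation p of the imprinted genes was 0.143. Fc gamma receptor phagocytosis (5 of 18, 0.60, 6.75e-04, 0.0893) had a median of 0.38 without GFP replicate 1 and an exact permutation p of 0.0357 without centering. Interferon response (2 of 22, 0.60, 0.0143, 0.232) had a median of 0.23 without Bcl2 replicate 5 and was not called then, without GFP replicate 1, with library size only or with the replicate number as a block. Erythroid markers (2 of 8, 0.96, 0.0359, 0.107) were not called with limma-voom, library size only or at least 10 counts in every liver, nor without GFP replicate 2 or without Bcl2 replicate 2, 3 or 4. Ribosomal proteins (1 of 32, 0.18, 0.0271, 0.0714) were not called with the replicate number as a block, without GFP replicate 3 or without Bcl2 replicate 1 or 4. Among cell markers, those of macrophages (4 of 15 higher and 2 lower, 0.64, 0.0313, 0.143), stellate cells (7 of 17 higher and 1 lower, 0.56, 0.0143, 0.0714) and cholangiocytes (3 of 12, 0.62, 0.0184, 0.161) were higher by camera. Medians were 0.43 for macrophages and 0.23 for stellate cells without GFP replicate 1, and 0.36 for cholangiocytes without Bcl2 replicate 3. None of these 3 lists was called with library size only. Stellate cell markers were also not called with limma-voom or at least 10 counts in every liver, cholangiocyte markers with at least 10 counts in every liver or without GFP replicate 1, and macrophage markers without GFP replicate 1 or without Bcl2 replicate 2 or 4.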

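Lower lists were bile acid synthesis (8 of 17, -0.97, camera adjusted p 4.00e-07, two-sided exact permutation p 0.0357), bile acid transport (5 of 14, -0.47, 0.00250, 0.0179), LXR/RXR targets (6 of 14, -0.47, 0.00182, 0.0179) and hepatocyte markers (14 of 29, -0.67, 5.90e-10, 0.0179). Oxidative phosphorylation (2 of 48, -0.40, 1.39e-08, 0.0179) had a median of -0.01 with library size only. Sinusoidal endothelial markers (3 of 12 lower and 1 higher, -0.24, 0.0355, 0.0179) flipped to 0.14 and were not called with that scaling, were at -0.13 and not called without GFP replicate 1, and were not called without Bcl2 replicate 1 or with all genes with at least 1 count. Not called were PPARalpha targets (4 of 22 higher and 8 lower, -0.50, 0.0936, 0.0714), acute phase response (2 higher and 2 lower of 22, 0.01, 0.733, 0.893), aryl hydrocarbon receptor targets (1 and 1 of 10, 0.11, 0.923, 0.714), T and NK cell markers (0 of 16, 0.29, 0.368, 0.321), B cell markers (0 of 6, -0.03, 0.890, 0.875) and Y-linked genes (0 of 4, -0.04, 0.887, 0.768). The PPARalpha median was -0.22 without GFP replicate 1, and that list was called with limma-voom, with the replicate number as a block, and without Bcl2 replicate 5 or GFP replicate 3. With all genes with at least 1 count, acute phase response and T and NK cell markers were called higher, the latter also with the replicate number as a block. The T and NK cell median was 0.16 without Bcl2 replicate 2 and 0.16 without Bcl2 replicate 3. Acute phase response, B cell and Y-linked medians changed sign under several alternatives, library size only included for the last 2. X inactivation had 1 tested gene and no test.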

The most striking observation was that hepatic H19 expression was induced 47 fold in Bcl2 compared to GFP mice (Fig. 2E). 

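H19 was at 918 ± 780 CPM in the 5 Bcl2 livers and 15.9 ± 13.3 CPM in the 3 GFP livers, with 903, 5710, 13033, 10665 and 1006 counts against 10, 121 and 64. The H19 log2 fold change was 5.83 (SE 1.05), 57.0-fold (edgeR adjusted p 0.00405), and every Bcl2 liver lay above every GFP liver (two-sided exact permutation p 0.0179). Over the alternatives it lay between 5.64 and 6.19, with adjusted p-values from 3.47e-08 to 0.0286, past the thresholds in 10 of 10. Library size only moved it most, to 6.19. Leaving out 1 liver gave 5.35 (without GFP replicate 1) to 6.61 (without GFP replicate 2), past both thresholds in 8 of 8 fits. The latter is a 97.4-fold change.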

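Of the 15 genes of Fig. 2E, chosen in the study from these same livers, 14 were called higher (15 adjusted over the list alone), with a median log2 fold change of 3.08, or 3.00 with 1 gene at its bound. The list median ran from 2.55 without GFP replicate 1 to 4.05 without GFP replicate 2. Sult1e1 ran from 2.45 to 4.30 in the same fits, and Spink3 from 1.98 without GFP replicate 1 to 3.20 without GFP replicate 3. Ly6d rose by 2.91 on the log2 scale, Sprr1a by 3.08, Lcn2 by 2.85, Spink3 by 2.51, Chil3 by 3.58 and Cdkn1a by 2.28. Sult1e1 was not called (2.99, edgeR adjusted p 0.0558), and the Gpnmb log2 fold change (2.87) was not called without GFP replicate 1 (adjusted p 0.0591) or GFP replicate 2 (0.0577), against a range of 2.12e-05 to 0.0922 over the alternatives. As a list, the adjusted p-values were 9.22e-15 (camera), 0.0121 (fry) and 0.194 (camera with estimated correlation), and the two-sided exact permutation p was 0.0179. The genes were picked as the largest increases in these livers, so these p-values cannot decide whether the list changed.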

The induction of H19 was visualized in the integrated genome browser view of the H19 locus (Fig. 2F*, top*) and verified by qPCR (*bottom*). 

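In the GRCm38 annotation, H19 spans 142575529 to 142578143 on the minus strand of chromosome 7, 2615 bases, and its longest transcript has 5 exons. Exon 1 runs from 142576829 to 142578143 (1315 bases). Mir675 lies at 142577064 to 142577147 (84 bases). It starts 996 bases after the start of the exon and ends 235 bases before its end. The level of Mir675 was not analysed here.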

The miR-675 was encoded in H19 exon1 and was reportedly co-activated with H19 during muscle differentiation^18^. However, miR-675 is barely detectable in fetal liver despite the vast levels of H19, suggesting that the expression of miR-675 and H19 is not co-regulated in liver^19^. Insulin-like factor 2 (Igf2) and H19 genes lie 70-kb apart on chromosome 7 and are reciprocally imprinted^19^. In contrast to H19, Igf2 expression was minimally altered in Bcl2 mice (not shown), suggesting a specific reactivation of H19 in Bcl2 mice. 

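In the annotation, the end of H19 nearer to Igf2 and the end of Igf2 nearer to H19 are 72622 bases (72.6 kb) apart. Igf2 spans 142650766 to 142666816, 16051 bases, on the same strand.

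**Figure D3:**
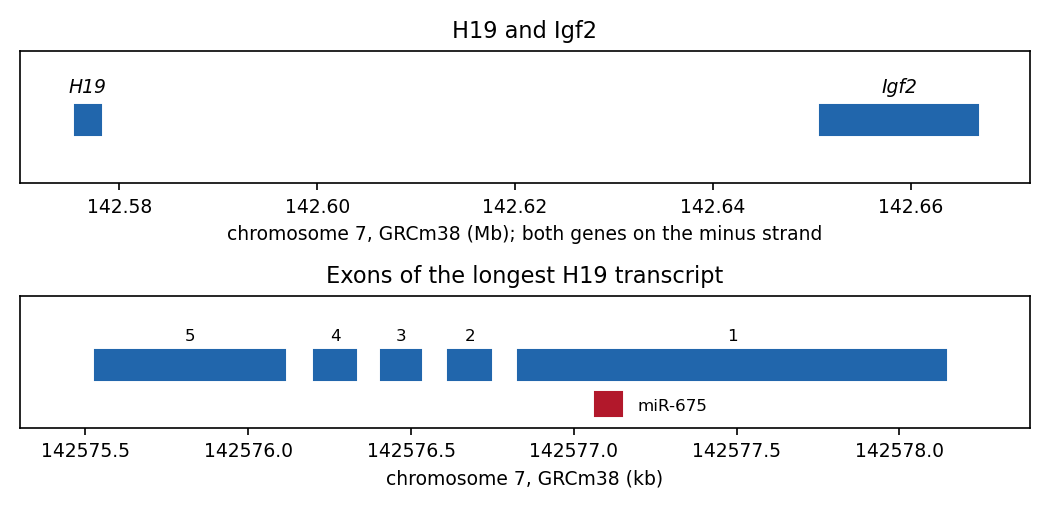
H19 and Igf2 on chromosome 7 of GRCm38, with the exons of the longest H19 transcript and Mir675 enlarged. The genes are 72.6 kb apart.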

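Igf2 was at 25.9 ± 21.9 CPM in Bcl2 livers and 2.51 ± 0.775 CPM in GFP livers, with 49, 112, 402, 272 and 41 counts against 7, 14 and 9. The log2 fold change was 3.36 (SE 0.82), 10.3-fold (edgeR adjusted p 0.0150; two-sided exact permutation p 0.0357). Over the alternatives the Igf2 change lay between 2.94 and 3.75, with adjusted p-values from 7.37e-06 to 0.119, past both thresholds in 6 of 8. It was not called with limma-voom (0.119) or robust dispersion estimates, and was not tested with at least 10 counts in every liver. Without GFP replicate 1 it was 3.22 with an adjusted p of 0.0610, and it was called in the 7 other fits that left out 1 liver. From the change in H19 and its own observation on Igf2, the paper proposes a specific reactivation of H19 in Bcl2 mice.

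**Figure D4:**
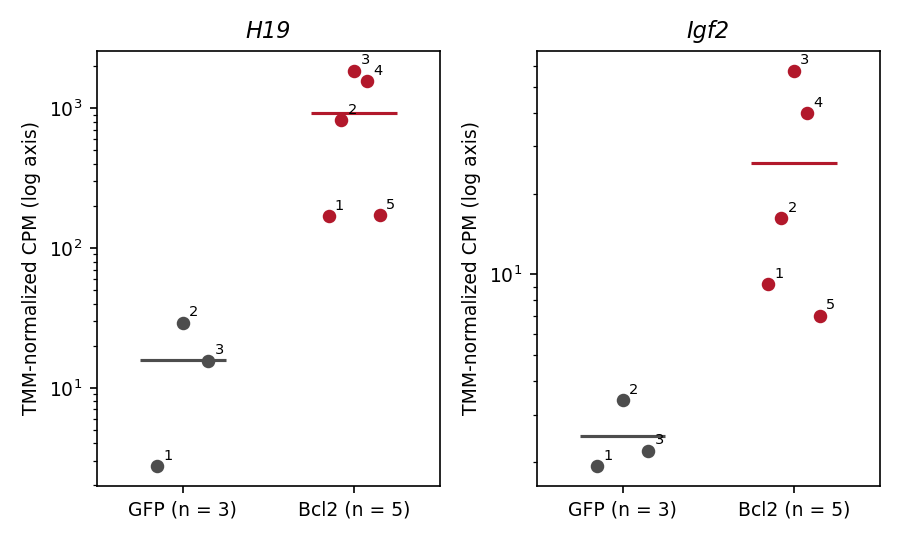
H19 and Igf2 in CPM (log axis) in each of the 5 Bcl2 and 3 GFP livers, labeled by replicate number, with lines at the group means (H19 918 and 15.9 CPM; Igf2 25.9 and 2.51 CPM).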

The ileum Fgf15 mRNA was markedly diminished in BCL2 mice (Fig. 2F, right). Therefore, H19 reactivation was likely associated with Bcl2-induced liver injury.

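Within the Bcl2 group, H19 was at 169, 825, 1864, 1560 and 172 CPM in replicates 1 to 5. Replicates 1 and 5, which had the lowest H19, also had the smallest list medians of the 5 Bcl2 livers for collagen formation (0.85 and 0.92, others 1.49 to 1.77), inflammatory response (0.62 and 0.92, others 1.25 to 1.59), lipid metabolism (0.83 and 0.69, others 1.12 to 1.24) and bile acid metabolism (-0.84 and -0.89, others -1.64 to -1.19). The reverse held for p53 targets (1.07 or more, others 0.72 to 0.90) and bile acid transport (-0.60 and -0.59, others -0.42 to -0.30). This comparison was made after the values were seen. No correlation over the 5 livers was tested, and the comparison does not establish a link. The paper proposes that H19 reactivation is associated with the injury caused by Bcl2.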

### Bcl2 destabilizes SHP protein which involves the activation of caspase 8 pathway

We recently showed that SHP interacts with BCL2 protein via BCL2 TM domain *in vitro*^20^. Micrograph analysis revealed that SHP was expressed and localized in the cytoplasmic compartment in Huh7 cells and that ectopic expression of Bcl2, but not Bcl2 without a TM domain (Bcl2∆TM), resulted in a complete loss of SHP protein (Fig. 3A). Interestingly, the expression of Shp exhibited a negative correlation with Bcl2 in various cells (Fig. 3B). The downregulation of SHP by Bcl2 occurred in the presence of protein synthesis inhibitor cycloheximide (CHX) (Fig. 3C), suggesting that the reduced SHP protein was due to its increased degradation. In contrast to the effect of Bcl2 on SHP, BCL2 protein levels were not altered by SHP co-expression (Fig. 3D, *left*). As expected, the endogenous SHP protein induced by CA was also markedly reduced by ectopically expressed Bcl2 in mouse liver and primary hepatocytes (Fig. 3D, *middle and right*). In contrast, Shp mRNA was not decreased by Bcl2 overexpression (Fig. S4A). The rapid degradation of SHP protein by Bcl2 appeared to be a common rather than cell type specific phenomenon, as it occurred in a variety of cell types, including Huh7, HepG2, Hela, Hepa1, HT29, and 293T (Fig. 3 and S4B-E).

SHP protein was shown to undergo proteasome degradation^21^, which is mediated by Mdm2 E3 ligase^22^. However, proteasome inhibitor MG132 only partially blocked (Fig. 3E, *left two*) or failed to block SHP protein degradation by Bcl2 (Fig. S5A), depending on the cell type. Overexpression of Bcl2 caused a significant caspase 3 cleavage, suggesting that Bcl2-induced liver injury was mediated by caspase activation (Fig. 3E, *right*). In mammalian cells, two major pathways (extrinsic and intrinsic) leading to caspases activation have been described involving caspase 8 (cas-8), caspase 9 (cas-9) and caspase 3 (cas-3) (Fig. S5B). General caspase inhibitor Z-VAD and cas-8 inhibitor Z-IETD, but not cas-3 inhibitor Z-DEVD and cas-9 inhibitor Z-LEHD, completely stabilized SHP protein in the presence of Bcl2 (Fig. 3F*, left*), suggesting that cas-8 activation is functionally involved in SHP protein destabilization by Bcl2.

To define the detailed molecular basis, we examined potential contributions of different signaling pathways in Bcl2-mediated SHP protein degradation. We treated 293T cells with JNK inhibitor SP600125 (SP), mTORC1 inhibitor Rapamycin (Rapa), PI3 Kinase inhibitor LY294002 (LY), MEK1/2 inhibitor U0126, cas-8 activator TNFα and Cycloheximide (CHX), intrinsic apoptosis inducer staurosporine (STS), as well as general caspase inhibitor Z-VAD. TNFα and CHX, which are known to activate cas-8 pathway, triggered SHP protein autodegradation and enhanced SHP degradation by Bcl2 (Fig. 3F*, right*). In the presence of Z-VAD, but not other signaling pathway inhibitors, SHP protein degradation by Bcl2 was essentially impeded. This was accompanied by a concomitant inactivation of cas-3 and its cleavage. The results demonstrate that Bcl2 induces caspase 8 activation leading to rapid SHP protein degradation.

### H19 expression is transcriptionally repressed by Shp

RNA-seq (Fig. 4A) and qPCR (Fig. 4B) analysis revealed an inverse correlation between H19 and Shp at E18.5 (high H19, low Shp) and 8W (low H19, high Shp) of mouse liver. Based on our knowledge that Shp generally functions as a transcriptional repressor^4^, we postulated that H19 gene transcription might be repressed by Shp in adult liver. Re-expression of Shp in *Shp*^−/−^ hepatocytes inhibited H19 mRNA (Fig. 4C*, left*). Shp expression is under the control of liver circadian clock^23^, therefore we examined H19 expression in WT and *Shp*^−/−^ liver collected over a 12 h/12 h light/dark cycle. Indeed, H19 mRNA exhibited a circadian rhythmic expression in WT mice, which was notably increased in *Shp*^−/−^ mice (Fig. 4C*, right*). In addition, re-expression of Shp in *Shp*^−/−^ liver (Fig. 4D*, left two*) inhibited H19 mRNA, whereas knockdown of Shp in WT liver induced H19 mRNA (Fig. 4D*, right two*). These results provide direct *in vivo* evidence for a transcriptional repression of H19 by Shp.

We cloned the minimal promoter of H19 into a luciferase reporter (Fig. S6) based on its published genomic structure^24^. Transient transfection assays showed that Shp markedly repressed H19 luciferase reporter activity (Fig. 4E). Such regulation occurred in human (HepG2, Huh7) and mouse (Hepa1, Nmuli) hepatocyte derived cells, suggesting a common regulatory mechanism governing H19 expression by Shp in both mouse and human liver. Thus, we identified Shp as a new repressor of H19 gene transcription.

### Bcl2-induced liver injury is alleviated by knockdown of H19 or re-expression of Shp

To dissect out the contribution of H19 induction or decrease in SHP protein to Bcl2-induced liver injury, we knocked-down H19 and re-expressed Shp in Bcl2 livers respectively. We first established that the effect of low dose Bcl2 virus (1 × 10^10^ viral particles/ml) was similar to that of high dose (3 × 10^10^ viral particles/ml); both induced a yellowish liver color (Fig. 5A). To better observe a rescuing effect of shH19 or Shp, a low dose Bcl2 virus was introduced into mouse liver and the samples from the low dose groups were used for subsequent analysis.

Bcl2 overexpression induced liver necrosis and inflammation (Fig. 5B), spleen enlargement (Fig. 5C), increased serum bilirubin, ALT and BA levels (Fig. 5D). Most of the abnormal serum parameters in Bcl2 mice were corrected by shH19, except that liver necrosis was reduced but not prevented (Fig. 5B), and serum BA levels were slightly increased. Although being only moderately increased in Bcl2 mice (Fig. 5E*, 2*^*nd*^ *panel*), re-expression of Shp fully rescued mice from developing liver necrosis. In addition, the increased levels of serum bilirubin, ALT and BA by Bcl2 were decreased to almost basal levels by Shp re-expression (Fig. 5D,E). It was noted that shH19 and Shp only partially alleviated liver inflammation as evidenced by the diminished F4/80 mRNA in Bcl2+shH19 and Bcl2+SHP mice vs Bcl2 mice (Fig. 5E, *4*^*th*^ *panel*). H19 knockdown did not affect the reduction of Cyp7a1, Cyp8b1 and Fxr in Bcl2 mice, whereas Shp re-expression alleviated the repression of Cyp7a1 and Fxr by Bcl2 (Fig. S5). As expected, H19 levels were markedly reduced in Bcl2+Shp compared to Bcl2 mice (Fig. 5E*, 3*^*rd*^ *panel*), which was consistent with a repression by Shp (Fig. 4). Furthermore, BCL2 overexpression in primary hepatocytes activated bile acid transporter Ntcp but repressed Bsep and Oatp1b2 (Fig. 5F). BCL2 also induced c-Jun, c-Fos and several inflammatory genes. We used HNF4α as a marker, which is expressed in the nucleus of hepatocytes. BCL2 is largely expressed in the cytoplasm of hepatocytes (Fig. 5G). The results from our rescuing experiments demonstrated that the disrupted liver metabolic homeostasis by Bcl2 was contributed by both the diminished Shp and enhanced H19 expression and function.

### Bcl2 and H19 are highly induced in fibrotic and cirrhotic human and mouse liver

To assess the clinical relevance of BCL2 and H19 in chronic liver diseases, we examined their expression in human liver specimens. Immunohistochemistry (IHC) staining revealed a strong induction of BCL2 protein in liver fibrosis, NASH, alcohol and HCV cirrhosis relative to normal livers (Fig. 6A). qPCR revealed a marked induction of BCL2 mRNA and a more substantial and differential induction of H19 mRNA in human fibrotic and cirrhotic liver specimens (Fig. 6B), regardless of the underlying disease.

Hepatic Bcl2 and H19 expression was further analyzed in several mouse models of liver fibrosis, including two cholestatic models, bile-duct ligation (BDL), 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC), and one toxic chemical model, carbon tetrachloride (CCl4)^25^. Liver Bcl2 mRNA was significantly induced by BDL and DDC, whereas H19 expression was markedly induced by BDL and to a lesser extent by CCl4 (Fig. 6C). We further confirmed the elevation of BCL2 protein levels in nonalcoholic steatohepatitis (NASH), alcohol and HCV cirrhosis by Western blot (Fig. 6D).These results demonstrated a positive correlation of activation of BCL2 and H19 with the development of liver fibrosis and cirrhosis in both humans and mice.

## Discussion

Much progress has been made in characterizing the enzymatic pathways of bile acid and cholesterol synthesis and in understanding how these pathways are regulated by nuclear receptors. Relatively recent major breakthroughs have included the discovery of the role of G-protein-coupled receptor (GPCR)^26^ and fibroblast growth factor (FGF) signaling^7^ in bile acid metabolism. Each of these has been pursued vigorously as potential therapeutic targets^27^.

A major finding of our study is the identification of Bcl2 as a new regulator of bile acid homeostasis. Bcl2 gene was originally identified at a breakpoint of translocations commonly occurring in follicular B cell lymphomas and was later found to play a key role in cell survival and inhibition of apoptosis^8^. The basal Bcl2 expression is extremely low in normal liver, which raises the question whether Bcl2 has a physiological function in the liver. In this study, we present convincing evidence that provides an explanation why low Bcl2 levels are essential to maintain normal hepatic homeostasis.

We show that forced expression of Bcl2 in liver disrupts BA homeostasis leading to severe cholestatic liver fibrosis, which is accompanied by the drastic induction of H19. At the molecular level, we show that overexpression of Bcl2 causes a rapid SHP protein degradation contributing to the dysregulation of BA metabolism. In addition, we identify SHP as a novel transcriptional repressor of H19 expression. SHP protein degradation by Bcl2 results in the loss of Shp inhibition of H19 contributing to H19 induction in Bcl2 mice. The replenishment of Shp reverses the phenotype seen in Bcl2 mice and significantly improves liver function and that knockdown H19 by shH19 partially prevents liver injury by Bcl2. Taken as a whole, the present study uncovers Bcl2/Shp/H19 molecular cascade as a new regulatory component of BA metabolism (Fig. 6D). It is clear that reactivation of Bcl2 has a detrimental effect on normal liver function. On the other hand, Bcl2 expression is highly induced in fibrotic and cirrhotic livers. It is likely that liver injury causes Bcl2 upregulation and the induction of Bcl2 further facilitates liver damage and disease progression at least in part through diminishing Shp function. This study is potentially significant because it may allow us to explore BCl2 as a promising drug target for liver fibrosis and cirrhosis.

Many papers have investigated the effects of bcl2 overexpression in mouse liver by adenoviral delivery or transgenic approach^28^,^29^. For example, in Rodriguez’s study^28^, BCL2 was moderately expressed in transgenic mice. Our study shows that the severity of liver injury is associated with the level of BCL2 (high dose and more severe in Fig. 2A vs low dose in Fig. 5B). In Bilbao’s study^29^, a BCL2 mutant without the transmembrane domain (TM) was delivered by adenovirus. We show that the TM domain of BCL2 is critical for BCl2 and SHP interaction and consequently the SHP protein degradation by BCL2. Therefore, it is unexpected that BCL2-without-TM will not cause liver injury, which is consistent with Bilbao’s observation.

Shp is a transcriptional repressor of Cyp7A1 and Cyp8B1 expression and the loss of Shp is expected to increase BA synthesis and an overall increase in BA pool size, serum BA levels and BA excretion^5^. It is noted that in Bcl2 overexpressed mice with SHP protein degradation, serum BA is highly elevated, whereas BA pool size and fecal BA levels are reduced. BAs are known to induce inflammatory cytokines to activate the MAPK/JNK signaling pathway that inhibits CYP7A1 gene transcription^30^. It is anticipated that the severe liver inflammation and injury caused by Bcl2 not only disrupts BA biosynthesis, but also BA transport. Indeed, the entire BA metabolic program is noticeably interrupted in Bcl2 overexpressed mice. In addition, a non-SHP-dependent mechanism may also be involved in BA dysregulation in response to Bcl2 overexpression. It should be noted that the gut Fgf15 signaling plays a critical role in repressing liver BA synthesis^7^. Due to the lack of reliable commercial kit to measure serum Fgf15 levels in mice, we were unable to accurately examine Fgf15 levels in Bcl2 mice. One of our future focuses would be to establish the method developed by the Kliewer/Mangelsdorf group^31^ that would allow us to determine the role of Fgf15 in Bcl2 mediated BA metabolism.

The expression of H19 was increased in liver cancer^32^. H19 was reported to either promote^33^ or inhibit^34^ cancer cell invasion depending on the cell type. Our study is the first to reveal a role of H19 in cholestatic liver disease. A recent report described an induction of H19 in the cirrhotic CCl4 model^35^, which is in agreement with our observation of a significant induction of H19 in human fibrotic/cirrhotic liver and by BDL and CCl4 in mouse models. The molecular basis by which H19 regulates the development of liver fibrosis remains to be elucidated using H19 knockout mice in future studies.

In summary, our study reveals a novel molecular cascade involving Bcl2, Shp and H19 to keep the normal liver function in check. Further studies are necessary to dissect out cell type specific roles of Bcl2 and H19 in liver fibrosis and other chronic liver diseases.

## Materials and Methods

### Cell Lines

Human hepatoma cell line Huh7 (Health Science Research Resources Bank JCRB0403), HepG2 (ATCC HB-8065), mouse hepatoma cell line Hepa1 (ATCC CRL-1830), human embryonic kidney 293T cells (ATCC CRL-3216), human cervical carcinoma cell line Hela (ATCC CCL-2), and human colorectal carcinoma cell line HT29 (ATCC HTB-38) were maintained in Dulbecco’s modified Eagle’s medium (DMEM) with 100 U of penicillin G-streptomycin sulfate/ml and 10% heat-inactivated fetal bovine serum (FBS).

### Chemicals, Plasmids, adenoviruses, and antibodies

Chemicals including cholic acid (CA), 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC), carbon tetrachloride (CCl4), and collagenase IV were purchased form Sigma. The mouse H19 promoter luciferase reporter (H19-Luc), expression plasmids for Flag-mouse SHP, Flag-human SHP, and GFP-human SHP were cloned in our laboratory and confirmed by sequencing. Expression plasmids for Bcl2 full length (Bcl2 wt) and Bcl2 mutant without a TM domain (Bcl2ΔTM) were provided by Dr. Xiaokun Zhang (Sanford Burnham Institute for Medical Research). Adenoviruses for GFP, Shp, shSHP were described previously^36^. Adenoviruses with the validated sequence for knock down mouse H19 (GCATGACAGACAGAACATT) was generated by Welgen (Worcester, MA). The following antibodies were used for protein precipitation (IP) and Western blots (WB): antibodies against Flag (Sigma, F7425), GFP (Sigma, G1544), Bcl2 (Abcam, ab7973), β-actin (Sigma, A-1978), α-Tubulin (Sigma, T6074), PARP (Cell signaling, #9542), SHP (Santa Cruz, sc-30169), caspase-3 (Cell signaling, #9661), cleaved caspase-8 (Cell signaling, #9748).

### Human Liver Specimens

The coded human liver specimens were obtained through the Liver Tissue Procurement and Distribution System (Minneapolis, Minnesota) and have been described previously^25^. Because we don’t ascertain individual identities associated with the samples, the Institutional Review Board for human research committee at University of Utah determined that the project is not research involving human subjects.

### Animal Treatment

C57BL/6J mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). *Shp*^**−/−**^ (SKO) on C57BL/6J background was described previously^25^. Mice were fed a standard rodent chow (Harlan No. 2020X) with free access to water and maintained in a 12 hr light/dark (LD) cycle (light on 6 AM to 6 PM), temperature-controlled (23 °C), and virus-free facility. Experiments on mice were performed on males at the age of 8 weeks unless stated otherwise (n = 5/group). The treatments of mice with 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) supplemented diet, bile duct ligation (BDL), and carbon tetrachloride (CCl4) have been described previously^25^. For *in vivo* adenoviral transduction, mice were injected via tail vein with purified adenoviruses at 3** × **10^10^ (high dose) or 1** × **10^10^ (low dose) virus particles per mouse. All experiments were performed in accordance with relevant guidelines and regulations approved by the Institutional Animal Care and Use Committee (ICAUC) at the University of Utah and University of Connecticut.

### Histological analysis of liver sections

Fresh liver tissues were either fixed with formalin for paraffin section or immediately embedded in O.C.T. compound for frozen section. For hematoxylin and eosin (H&E) staining, Masson’s trichrome staining, and picrosirius red staining, paraffin sections at thickness of 4 μm were cut and subjected to xylene and ethanol rehydration prior to staining. Frozen sections were cut at 10 μm for immunohistochemistry staining.

### Western Blots

Cells overexpressed with various plasmids were lysed in lysis buffer (50 mm Tris, pH 8.0, 1% Nonidet P-40, 150 mm NaCl, 0.5% sodium deoxycholate, 0.1% SDS) with protease inhibitors (Thermo Fisher Scientific, #78410). Cell lysates (30 μg) were resolved by SDS-PAGE and transferred to nitrocellulose membranes according to standard procedures. Membranes were blocked, incubated with primary antibodies followed by horseradish peroxidase-conjugated corresponding secondary antibody incubation. Antibody binding was visualized with SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific, #34080) according to the manufacturer’s protocol. Equal loading of protein was verified with β-actin or α-Tubulin.

### Transient transfection and Promoter activity assays

Cells seeding in 24 well plates were transfected with mouse H19-Luc reporter and indicated expression plasmids in the figure legends by Lipofectamine 2000 (Invitrogen). Luciferase and renilla activities were determined by luciferase and renilla assay systems (Promega, Madison, WI) at 48 hr post-transfection. Luciferase activities were normalized for transfection efficiencies by dividing the relative light units by renilla activity. Each data point was the average of triplicate and one representative was shown.

### Primary hepatocytes isolation and adenovirus infection

Mice were anesthetized and livers were exposed surgically. Liver was first perfused with 25 ml of Solution I (9.5 g/l Hank’s balanced salt solution, 0.5 mmol/l EGTA, pH 7.2) and followed by 50 ml of Solution II (9.5 g/l Hank’s balanced salt solution, 0.14 g/l collagenase IV, and 40 mg/l trypsin inhibitor, pH 7.5). After perfusion, liver was chopped finely in a Petri dish and filtered through 45-μm pore mesh. Hepatocytes were then suspended in 50% percoll (Sigma), collected by centrifugation, and seeded onto collagen type 1 coated dishes in William E medium (Sigma). After 2 hr of incubation, medium was exchanged with DMEM with 10% FBS. At second day hepatocytes were infected with viral supernatant for 2 hr and collected at 24 hr post-infection followed by RNA isolation or western blot.

### Analysis of serum bile acid (BA), BA pool size, and fecal BA extraction

Serum total BA was determined by BA colorimetric assay BQ kit (Thermo Fisher Scientific, #BQ092A-EALD) according to the manufactures’ protocols. To determine bile acid pool size, fresh mice tissues including gallbladder, liver, and entire small intestine were minced and extracted in 75% ethanol at 50 °Cfor 2 hr. The extract was then centrifuged, diluted with 75% ethanol, and further diluted with 25% phosphate-buffered saline before the enzymatic reaction. The pool size was expressed as micromoles of bile acid/100 g of body weight. To determine fecal bile acid excretion, the feces from individually housed mouse over a 72 hr period were collected, weighed, dried, and extracted in 75% ethanol. The extract was diluted with 25% phosphate-buffered saline and subjected to bile acid measurement. The daily fecal output (grams/day/100 g of body weight) and fecal bile acid content (micromoles/g) were used to calculate the rate of bile acid excretion (micromoles/day/100 g of body weight).

### Serum Bile Acid Composition Determination

Bile acid standards were purchased from Steraloids (Newport, RI). Deuterated isotopes used as analytical standards were from C/D/N Isotopes, Inc. (Pointe-Claire, Québec, Canada). All chemicals and solvents were of highest grade. Methanol, ethyl-acetate, hexane, isooctane, 1-chlorobutane, and isoamyl alcohol were obtained from VWR (Montréal, Québec, Canada). Other reagents were purchased from Sigma Aldrich Co (Oakville, Ontario, Canada). Solide phase extraction (SPE) columns were from Phenomenex (Torrance, CA). Unconjugated, taurine-, glycine- and sulfate-conjugated bile acid levels were measured through liquid chromatography/tandem mass spectrometry (LC-MS/MS). Solid-phase extraction (SPE) was initiated by adding 2 mL of a 0.1% (w/v) formic acid solution and 30 μL of internal standards (i.e deuterated bile acids) to 200 μL of serum. The same treatment was applied to analytical standards which were diluted (1:1) with 200 μL of adsorbed serum, and subsequently used to generate calibration equations. SPE columns were conditioned with 1 mL MeOH and 2 mL of 0.1% formic acid. Columns were successively washed with 2 mL of H_2_O and 2 mL of H_2_O:MeOH (80:20) containing 0.1% formic acid under negative pressure. Bile acids were eluted with 2 mL of MeOH. Eluates were completely evaporated at 45 °C under N_2_ and reconstituted in 100 μL of H_2_O:MeOH (50:50) containing 5 mM ammonium acetate and 0.01% formic acid. Fifteen μL of sample or calibration standards were then injected into the LC-MS/MS system. A single LC method was used for the separation of the free, taurine, glycine and sulfate conjugates of bile acids. The chromatographic system consisted of an Alliance 2690 Separations Module (Waters, Milford, MA). Analytes were separated using a 50** × **3 mm Synergi Hydro-RP column (2.5-μm particles) (Phenomenex, Torrance, CA). The chromatographic conditions used were: 5 mM ammonium acetate-0.01% formic acid in water (solvent A), 5 mM ammonium acetate-0.01% formic acid in MeOH (solvent B), and acetonitrile (solvent C) at a flow rate of 800 μL/min. The chromatographic program was as follows: (i) initial conditions: 40% A: 55% B: 5% C for 4 min; (ii) a linear gradient to 80% B was applied over the next 8 min; (iii) the column was flushed with 90% B for the next 2 min; and (iv) re-equilibration to the initial conditions over the next 4 min. All analytes were quantified by tandem mass spectrometry (MS/MS) using an API4000 LC/MS/MS instrument (Applied Biosystems, Concord, ON, Canada). The analytical run required only 15 min, and the lower limit of detection varied from 0.5 (TUDCA) to 6.5 nM (GCDCA).

### Statistical Analysis

Data are expressed as mean ± SD. Statistical analyses were carried out using one-way ANOVA, followed by student’s t test; p < 0.05 was considered significant.

## Additional Information

**Accession Codes**: GEO accession number GSE67972 for RNA-seq analysis.

**How to cite this article**: Zhang, Y. *et al*. Bcl2 is a critical regulator of bile acid homeostasis by dictating Shp and lncRNA H19 function. *Sci. Rep.* **6**, 20559; doi: 10.1038/srep20559 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
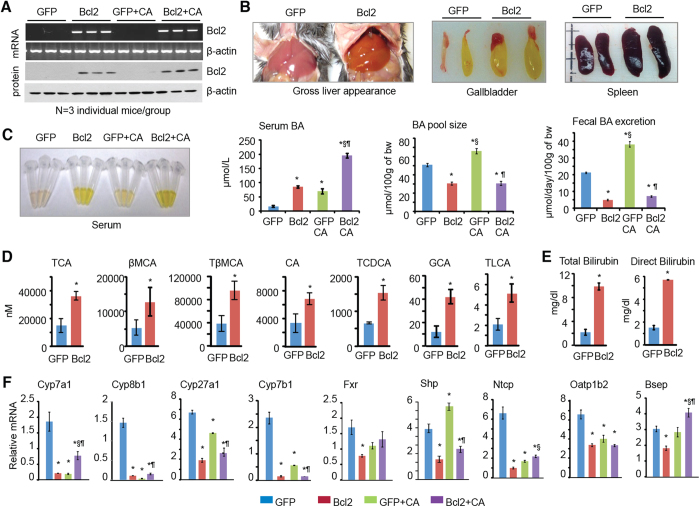
Hepatic overexpression of Bcl2 disrupts bile acid (BA) homeostasis. (**A**) qPCR and Western blot of liver Bcl2 mRNA and protein, respectively. Bcl2 was expressed in C57BL6 mice by adenovirus mediated gene delivery for two weeks. A second group of mice received 1% cholic acid (CA) feeding for 7 days one week post adenovirus administration. (**B**) Gross morphology of liver, gallbladder, and spleen. (**C**) Serum from each mouse group (*left*) and measurement of serum BA, BA pool size, and fecal BA excretion (*right*). (**D**) BA composition was analyzed using liquid chromatography-tandem mass spectrometry (LC-MS/MS). (**E**) Measurement of serum total bilirubin and direct bilirubin. (**F**) qPCR of genes involved in BA metabolism. Data are represented as mean ± SD in all panels except (**A,B**) *P < 0.05 *vs.* GFP, ^§^*P* < 0.05 *vs.* Bcl2, ^¶^*P* < 0.05 *vs.* GFP CA.

**Figure 2:**
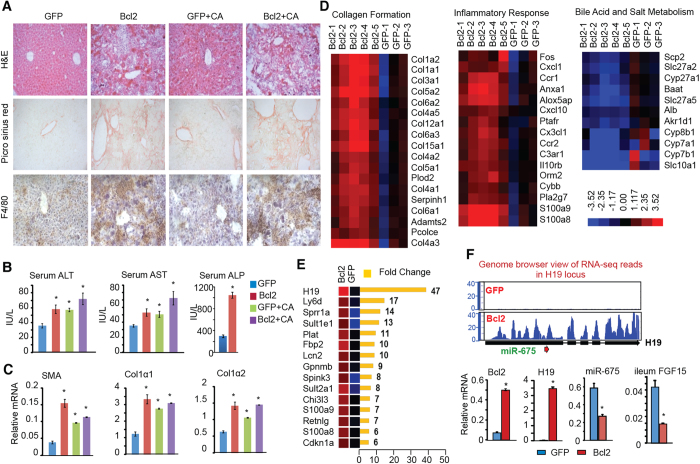
Hepatic overexpression of Bcl2 results in cholestatic liver fibrosis and up-regulates H19. (**A**) H&E staining, picrosirius red staining of collagen, and IHC staining of macrophage marker F4/80 in liver sections. Representative staining examples are shown at a magnification of 20X. (**B**) Measurement of serum alanine aminotransferase (ALT), aspartate aminotransferase (AST), and alkaline phosphatase (ALP) levels. (**C**) qPCR of liver fibrogenic genes alpha smooth muscle actin (α-SMA), collagen type I alpha 1 (Col1a1), and collagen type I alpha 2 (Col1a2). (**D**) Heat map from RNA-seq results showing differentially expressed genes (DEG) involved in collagen formation (*left*), inflammatory response (*middle*), and bile salt metabolism (*right*). (**E**) Top ten greatest induced genes in Bcl2 mice. (**F**) *Top*: Genome browser view of RNA-seq reads in H19 locus. *Bottom*: qPCR of liver Bcl2, H19, miR-675, and ileum Fgf15 expression in GFP or Bcl2 mice. Data are represented as mean ± SD in (**B,C,F**) *P < 0.05 Bcl2 *vs.* GFP.

**Figure 3:**
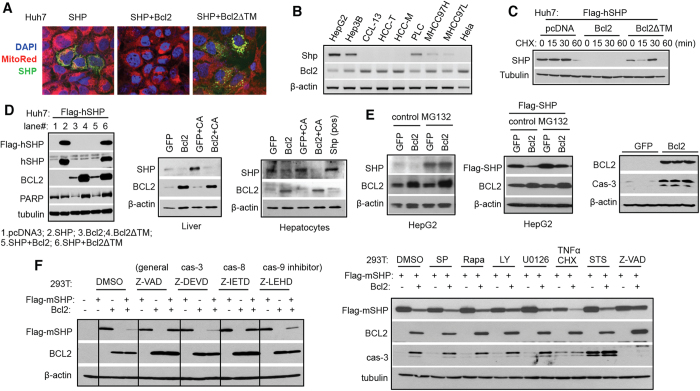
Bcl2-mediated SHP protein degradation is associated with activation of caspase 8 pathway. (**A**) Micrographs of DAPI staining (blue), MitoTracker staining (red), and GFP-SHP expression (green) in Huh7 cells transfected with GFP-SHP plasmid, alone or in combination with wide-type Bcl2 (Bcl2wt) or Bcl2 lacking the TM domain (Bcl2ΔTM). Magnification of 20X. (**B**) RT-PCR of Shp and Bcl2 mRNAs in various cells. (**C**) Western blot of SHP protein in Huh7 cells that were expressed with Bcl2 or Bcl2ΔTM in the absence or presence of protein synthesis inhibitor cycloheximide (CHX). (**D**) *Left:* Western blot of SHP and BCL2 proteins in Huh7 cells. SHP protein was detected by anti-Flag or anti-SHP antibody. *Middle:* Western blot of SHP and BCL2 proteins in the liver. The mice were the same as in Fig. 1. *Left:* Western blot of SHP and BCL2 proteins in primary mouse hepatocytes. The corresponding mRNA level is in Fig. S4A. Hepatocytes infected with ade-SHP served as a positive control. (**E**) *Left and middle:* Western blot of SHP and BCL2 proteins in HepG2 cells treated with DMSO control or 5 μM MG132 for 6 hr. The endogenous SHP protein and exogenously expressed Flag-SHP protein were detected by anti-SHP or anti-Flag antibody, respectively. *Right*: Western blot of BCL2 and cas-3 proteins in Bcl2 overexpressed liver. (**F**) Western blot of SHP and BCL2 proteins in HEK 293T cells. *Left:* Cells were pre-treated with caspase inhibitors (50 μM) for 1 hr followed by plasmid transfection for 24 hr. *Right:* Cells were pre-treated with various inhibitors for 1 hr followed by plasmid transfection for 24 hr. For TNFα+ CHX and staurosporine groups, cells were transfected with plasmids for 20 hr followed by a 4 hr treatment. Dose: SP600125 (SP) 50 μM, Rapamycin (Rapa) 10 μM, LY294002 (LY) 50 μM, U0126 10 μM, TNFα 50** **ng/ml + CHX 50 μM, staurosporine (STS) 1 μM, and Z-VAD 50 μM.

**Figure 4:**
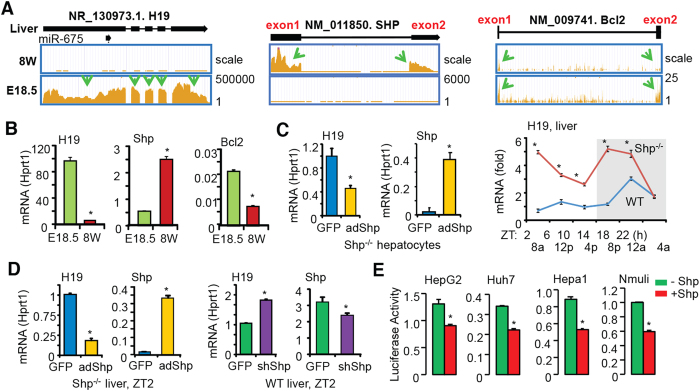
Shp is a transcriptional repressor of H19 expression. (**A**) Integrated genome browser visualization of RNA-Seq read coverage for liver H19, SHP, and Bcl2 in WT mice at E18.5 and 8 wk. (**B**) qPCR of H19, Shp, and Bcl2 mRNAs. *P < 0.05, 8 wk *vs.* E18.5. (**C**) *Left:* qPCR of H19 expression in *Shp*^−/−^ hepatocyte with *Shp* re-expression. *P < 0.05 *Shp vs.* GFP. *Right:* qPCR of hepatic H19 expression of WT and *Shp*^**−/−**^ mice. Livers were collected over a 12** **h/12** **h light/dark cycle. N = 5 mice/time point. *P < 0.05 *Shp*^**−/−**^ *vs.* WT. (**D**) qPCR of H19 expression in *Shp*^−/−^ liver with *Shp* re-expression or in WT liver with *Shp* knockdown. N = 5 mice/group. *P < 0.05 *vs.* GFP. (**E**) Luciferase reporter assay in hepatic cells transfected with *H19*-Luc and expression plasmid for *Shp*. *P < 0.05 *vs.* respective control.

**Figure 5:**
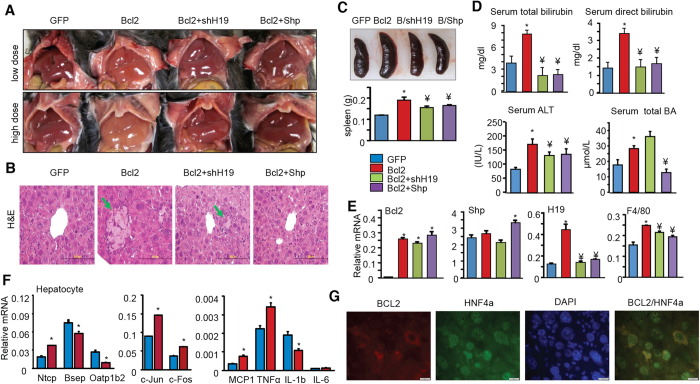
H19 knockdown or Shp re-expressing alleviates liver injury induced by Bcl2. (**A**) Gross morphology of liver. Low dose: 1** × **10^10^ viral particles/ml; high dose: 3** × **10^10 ^viral particles/ml. (**B**) H&E staining in liver sections. A representative image from low dose treatment group is shown. Arrows indicate regions of coagulated hepatocyte necrosis. Scale bar: 200 μm. (**C**) Gross morphology of spleen (*top*) and the measurement of spleen weight (*bottom*). (**D**) Serum measurements of total or direct bilirubin, ALT, and total BA in low dose groups. (**E**) qPCR of liver Bcl2, Shp, H19, F4/80 expression in low dose groups. Data are represented as mean ± SD in all panels except (**A,B**) *P < 0.05 *vs.* GFP; ^¥^*P* < 0.05 *vs.* Bcl2. (**F**) qPCR of gene expression in primary hepatocytes transduced with Bcl2. *P < 0.01 *vs.* GFP. (**G**) Immunohistochemistry of BCL2 and HNF4α protein localization in Bcl2 overexpressed mouse liver.

**Figure 6:**
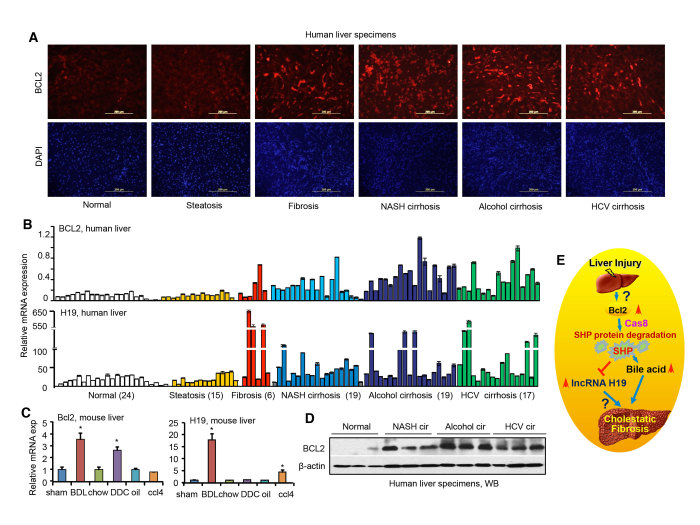
The expression of Bcl2 and lncRNA H19 is induced in fibrotic and cirrhotic liver. (**A**) Immunohistochemistry of BCL2 protein in human liver specimens. Representative staining examples from each group are shown. Scale bar: 200 μm. (**B**) qPCR of BCL2 and H19 expression in human liver specimens. (**C**) qPCR of Bcl2 and H19 expression in mouse models of liver fibrosis, including bile duct ligation (BDL), 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC), or carbon tetrachloride (CCl4) (n = 5/group). Data are represented as mean ± SD. *P < 0.05, BDL, CCl4, or DDC *vs.* respective control. (**D**) Western blots (WB) of BCL2 protein in human normal, NASH cirrhotic, alcohol cirrhotic, and HCV cirrhotic liver specimens (n = 3/group). (**E**) Schematic of Bcl2/Shp/lncRNA H19 circuit to modulate BA homeostasis and cholestatic liver fibrosis. The basal Bcl2 expression in normal liver is low, which is induced in fibrotic/cirrhotic liver by mechanisms that are currently unknown. Overexpression of Bcl2 or its reactivation by 26 liver injury causes a rapid SHP protein degradation that involves Cas8 activation, which subsequently results in disruption of BA homeostasis and cholestatic liver fibrosis. Consequently, H19 expression is induced by loss of Shp transcriptional repression. The role of H19 in the development of liver fibrosis remains to be elucidated in future studies.

# Supplementary material for: Bcl2 is a critical regulator of bile acid homeostasis by dictating Shp and lncRNA H19 function
**Source:** Sci Rep. 2016 Feb 3;6:20559. doi: 10.1038/srep20559
**Supplement:** Supplementary Information

**Bcl2 is a critical regulator of bile acid homeostasis by dictating Shp and lncRNA H19 function**

Authors: Yuxia Zhang, Chune Liu, Olivier Barbier, Rana Smalling, Hiroyuki Tsuchiya, Sangmin Lee, Don Delker, An Zou, Curt H. Hagedorn, Li Wang

**Supplemental Figures**

**
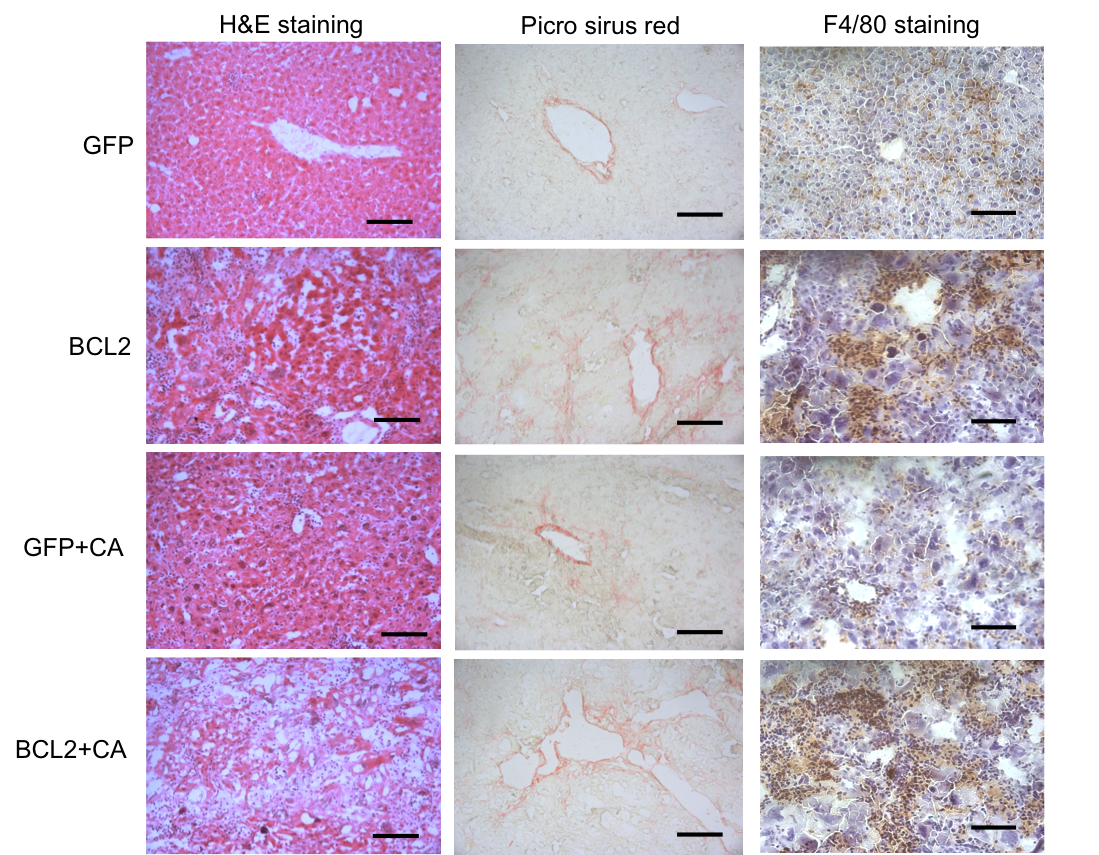
**

**Supp Figure 1.** Overexpression of Bcl2 induces an in vivo inflammatory response and fibrosis in liver. Bcl2 was expressed in C57BL6J mice by adenovirus mediated gene delivery for two weeks. A second group of mice were feed 1% cholic acid (CA) for 7 days one week after administration of adenovirus. H&E staining, picrosirius red staining of collagen, and immunohistochemical staining with the macrophage marker F4/80 in liver sections are shown as presented in the Fig. 2A. N=5 mice/group.

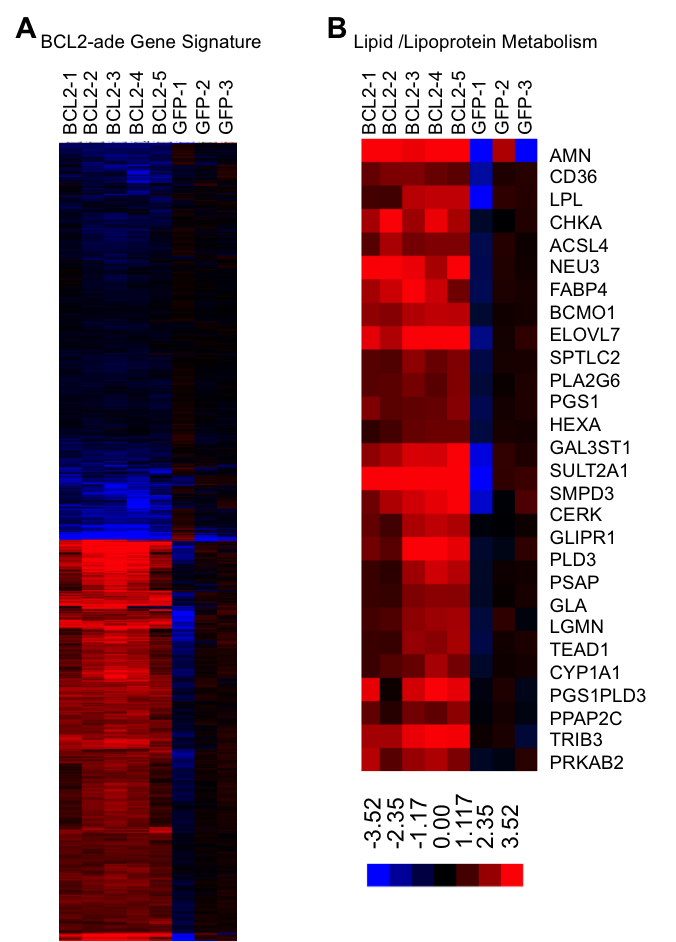

**Supp Figure 2.** RNA-seq reveals aberrant gene expression caused by Bcl2 overexpressing. (A) Unsupervised hierarchical clustering of the log-transformed gene expression reads for each sample showing a visual Bcl2 overexpression transcriptome signature of 1091 upregulated and 1073 downregulated genes. (B) Heat map showing differentially expressed genes (DEG) involved in lipid/lipoprotein metabolism.

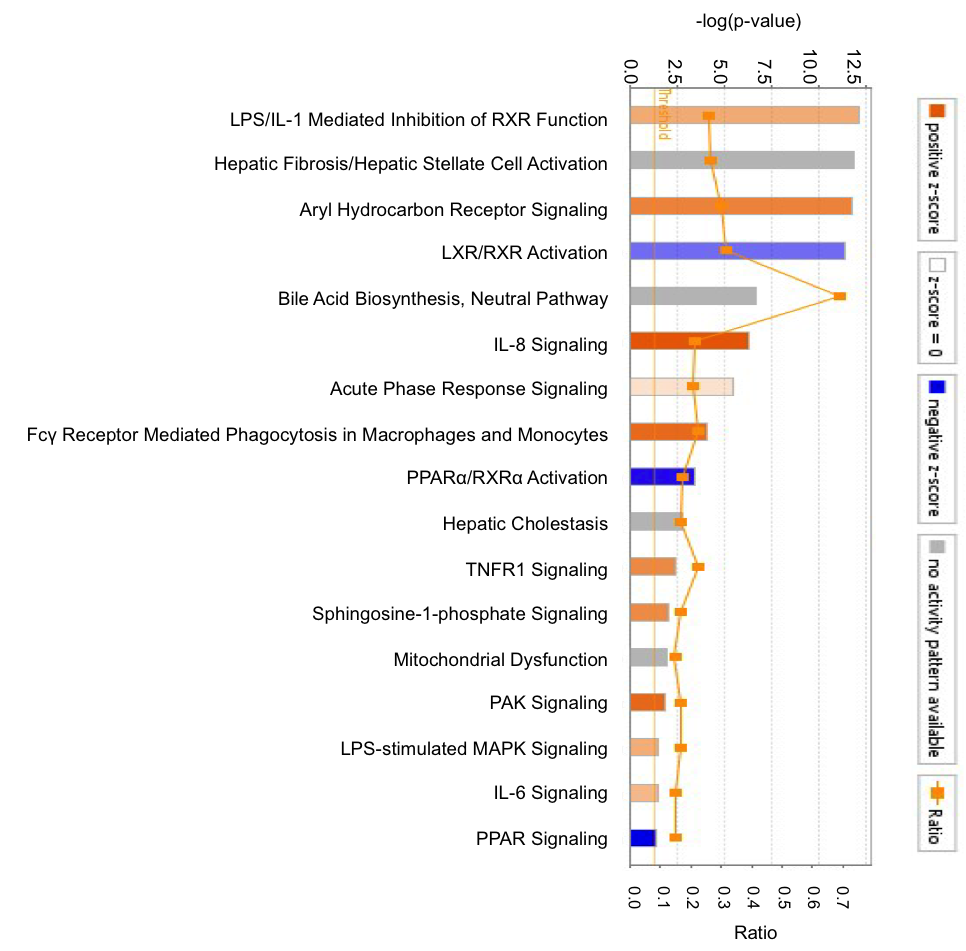

**Supp Figure 3.** Ingenuity pathway analysis showing top most relevant canonical pathways enriched in BCL2 liver. Z–score intensity reflects activation or de-activation of the pathway. All are significant with p<0.05.

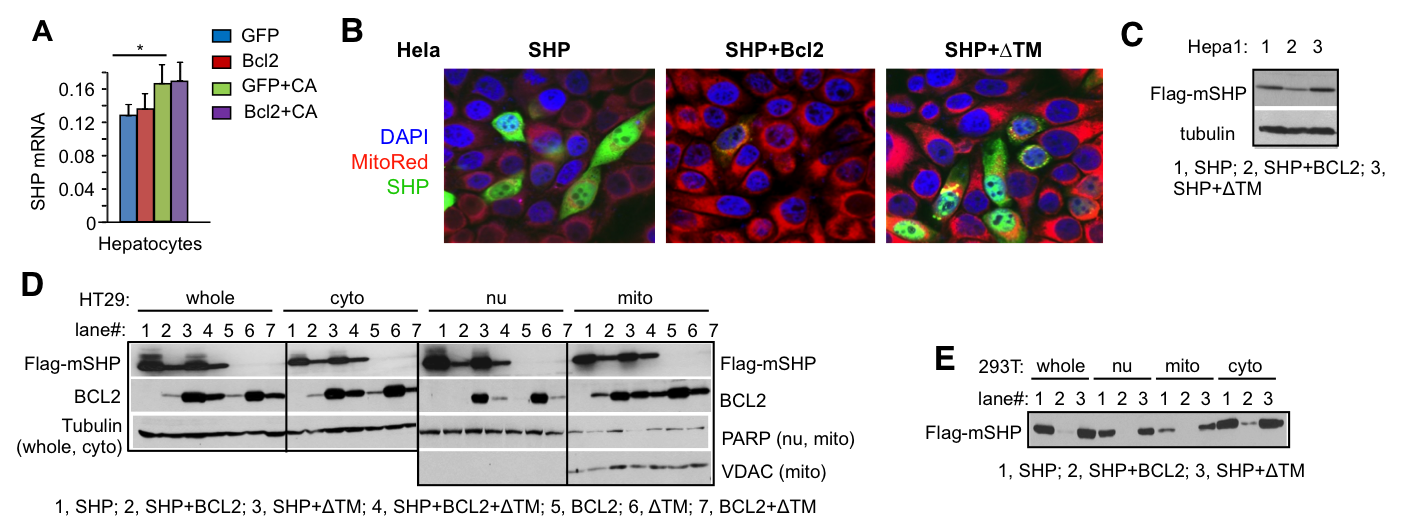

**Supp Figure 4.** Bcl2 destabilizes SHP protein in various cells.

(A) qPCR analysis of Shp mRNA in mouse primary hepatocyte subjected to adenovirus Bcl2 or GFP, alone or in combination with 100 μM cholic acid (CA) treatment for 24 hours. Data are represented as mean ± s.d. **P* < 0.01 *vs.* GFP.

(B) Micrographs of DAPI staining (blue), MitoTracker staining (red), and GFP-SHP expression (green) in Hela cells transfected with GFP-SHP plasmid, alone or in combination with wide-type Bcl2 or mutant Bcl2 lacking the TM domain (Bcl2ΔTM). Magnification x 20.

(C) Western blot of Flag-SHP protein in Hepa1 cells overexpressed with Flag-Shp, Bcl2 or Bcl2ΔTM.

(D-E) Western blot of Flag-Shp and BCL2 in sub-cellular fractionations from HT29 cells (d) and HEK293T cells (e) transfected with expression plasmids for Flag-mouse SHP, Bcl2, and Bcl2ΔTM, alone or in combination.

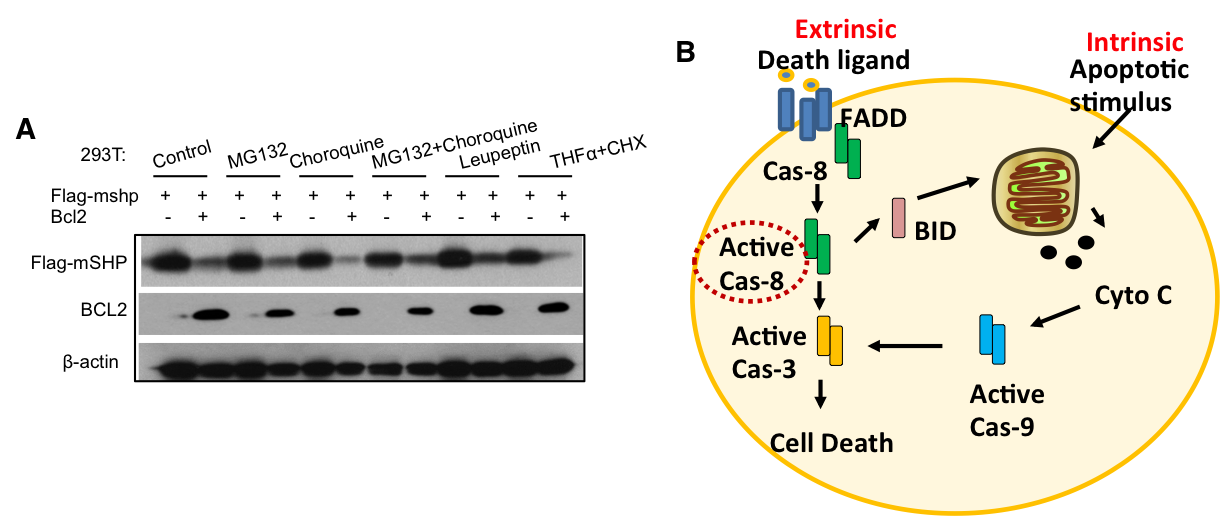

**Supp Figure 5.** (A) Western blot of Flag-Shp and BCL2 in HEK 293T cells transfected with expression plasmids Flag-Shp and Bcl2, alone or in combination. The cells were treated with for 6 hr with MG132 5 μM, choroquine 200 μM, leupeptin 100 μg/ml, TNFα 50 ng/ml + CHX 50 μM. (B) Schematic of extrinsic and intrinsic pathways leading to caspases activation in mammalian cells.

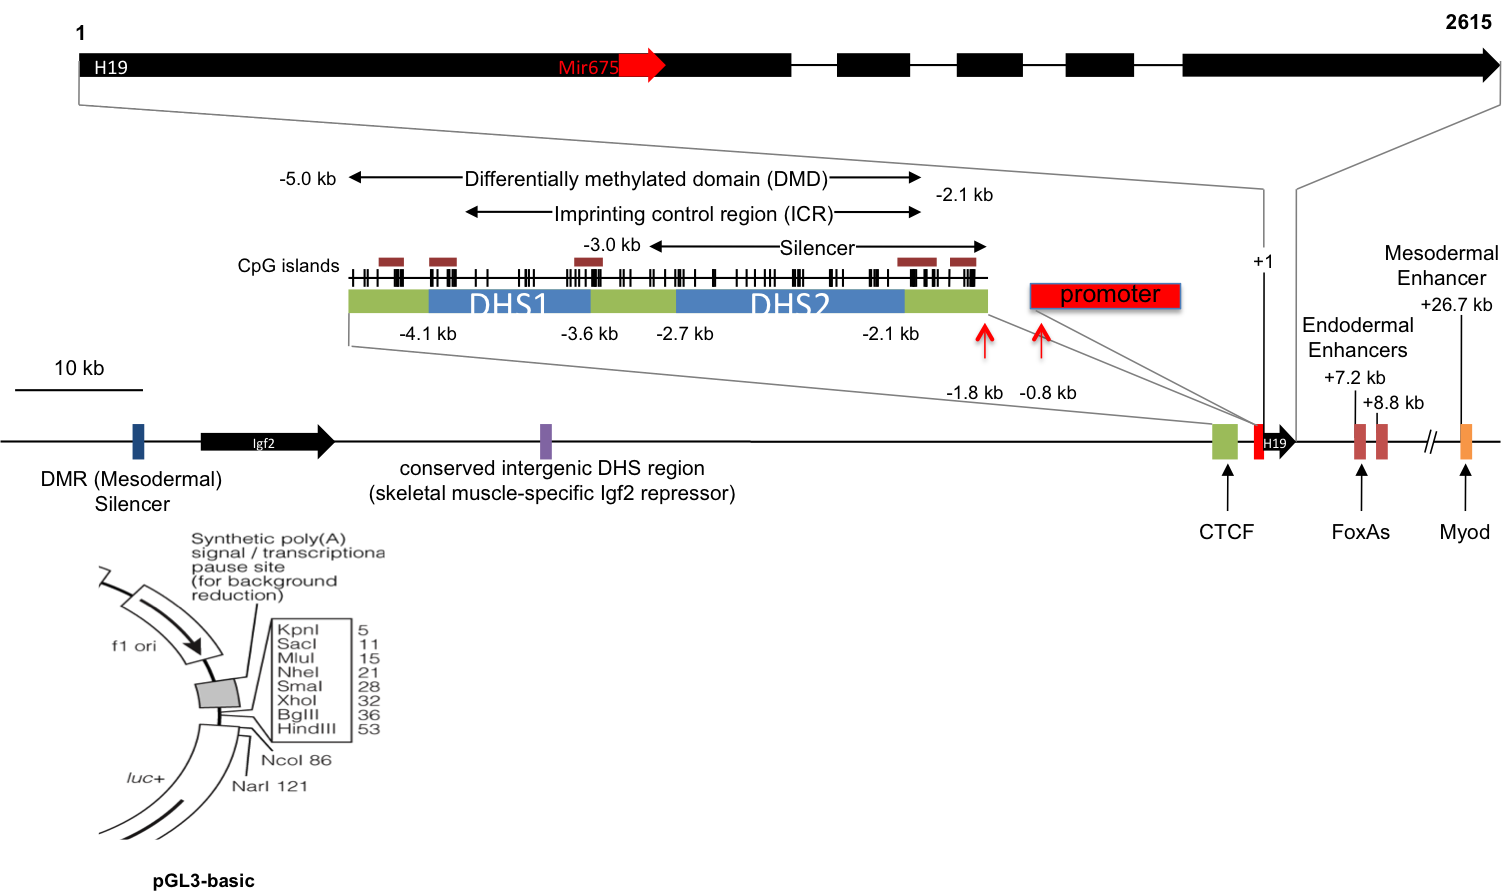

**Supp Figure 6.**  Schematic ofmouse H19 gene structure showing H19 promoter. A 0.9 kb minimal promoter of H19 is constructed into a luciferase reporter.

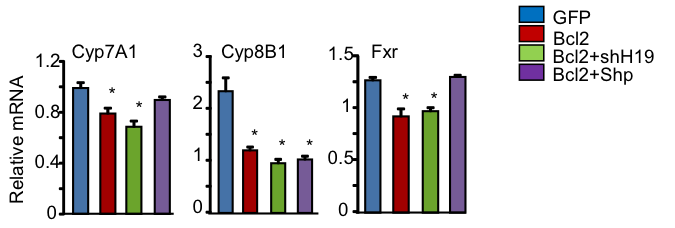

**Supp Figure 7.** qPCR analysis of hepatic gene expression in GFP, Bcl2, Bcl2+shH19 and bcl2+Shp mice. The mice were the same as in the main Fig. 5.

How the deposited data were processed for this re-analysis (not part of the article)

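RNA-seq of mouse liver was analysed for 5 Bcl2 and 3 GFP mice, male and 8 weeks old, 2 weeks after adenovirus. The libraries were stranded total RNA libraries made after removal of ribosomal RNA. The paper's Discussion names a high viral dose for Fig. 2A and gives none separately for the RNA-seq.

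The authors deposited 1 gene table with 16 columns of values per liver: a count and an FPKM for each of the 8 livers, and 0 columns lacked a label. The deposited count columns hold whole numbers without normalization. The deposited FPKM values equal the counts divided by gene length and by the library total, on the usual FPKM scale, which was checked by recomputing them for 100% of the genes. The deposited log2 column is the authors' log2 ratio of Bcl2 over GFP, and the deposited FDR column is a score, -10 times the log10 of the FDR, so that 13.0 stands for an FDR of 0.05. The authors state no aligner, counting program, rule for reads with several matches, or test for these columns. Genes are Ensembl genes of GRCm38, and 32223 of the 36771 have a symbol. In the table, 4741 genes have 0 counts in all 8 livers, and 5 genes (Gm15564, Gm10800, Rn7sk, Lars2 and mt-Rnr2) are set to 0 with a remark that they had too many reads.

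Counts were the input of all tests. FPKM and the authors' log2 ratios were used only for the checks above and for comparison. The total per liver, 4457966 to 6333416 counts, gives a floor of 3 counts at 0.429 to 0.828 CPM. The TMM factors were 1.12, 1.10, 1.15, 1.10 and 1.04 for the Bcl2 livers and 0.762, 0.871 and 0.924 for the GFP livers. Mitochondrial genes held 8.95% to 11.6% of counts in Bcl2 and 13.8% to 14.1% in GFP livers, and the 20 largest genes 22.1% to 24.0% and 29.0% to 29.9%. The common dispersion was 0.0322 with 5.45 prior degrees of freedom.

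Genes with at least 10 counts in at least 3 livers (13989) were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization, robust estimation off) for Bcl2 against GFP, with Benjamini-Hochberg adjustment. A gene was called at a fold change above 1.5 and an adjusted p-value under 0.05, the thresholds of the paper. Fold changes are fitted with a prior count of 0.125, and SE is that of the log2 fold change. When all livers of 1 group were at or under 3 counts, the fold was computed against that floor and given as a lower bound. For single genes the exact test compared log2(CPM + 1) over all 56 splits of the 8 livers into 5 and 3, two-sided, with 0.0179 as its smallest p-value.

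Gene lists of the paper came from Fig. 1F, Fig. 2C, Fig. 2D, Fig. 2E, Fig. S2B and the genes of its text (8 lists), and 25 further lists were written by hand. Together they name 514 genes, of which 506 were found and 478 tested. Lists with at least 3 tested genes were tested with camera of limma 3.58.1 (preset correlation 0.01), adjusted over 32 lists, with fry and camera with estimated correlation as alternatives. The exact list test centers each gene on its mean over the 8 livers, takes the median per liver and compares the group means over the 56 splits. That test was added after the results of camera had been seen, and the centering after the values without it had been seen. Livers were clustered on log2 CPM (prior count 2) by average linkage on 1 minus the Pearson correlation, and principal components used the same values.

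Groups, comparisons, thresholds, lists, the alternatives and the rule for named genes were set before the data were examined. Named genes are every gene of the paper's lists and the 5 largest changes in each direction among called genes with a mean of at least 1 CPM and no overlap between the groups. Genes of the other lists are named where their list is reported. The alternatives were DESeq2 1.42.0 with its own size factors, limma-voom, RLE and upper quartile normalization, library size only, genes with at least 1 count, genes with at least 10 counts in every liver, robust estimation, the replicate number as a block, a test against the fold change of 1.5 (glmTreat), the adjusted p-value alone, other clusterings, and each liver left out in turn. A correction for GC content and gene length (GC content was known for 13610 tested genes, 97.3%) and a subtraction of the background on silent genes were chosen after seeing the data. The analysis used R 4.3.3, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

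The procedure was tested on simulated counts of 13989 genes, of which 200 were changed by folds well above 1.5. The count filter left 13710 genes to be tested. Genes were drawn independently of each other, and far fewer were changed than the 2257 called in the livers. At the same thresholds edgeR found 172 (86.0%) and called 7 unchanged genes, DESeq2 found 171 (85.5%) and called 12, and limma-voom found 169 (84.5%) and called 4. Camera found the 1 changed list and called 0 of 50 unchanged lists. Since the simulated genes did not vary together, this does not show how often camera calls unchanged lists in the livers.

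Left out were qPCR, protein, bile acid and histology measurements, ileum Fgf15 and the experiments in cells and in other models, which were not analysed here. Fgf15 and the mouse Bcl2 gene were below the count limit in liver, and Mir675 was not analysed here. Alternatives that concern data without counts were not needed.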

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

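The tests over splits of the livers and the check of the library size of Bcl2 replicate 5 were chosen only after the results were seen, and the 4 gene lists were picked from the 25 hand-written lists after their values were seen. Over the 24 lists tested, the smallest adjusted p of the two-sided exact permutation test was 0.0612. The 56 splits allow no unadjusted p under 0.0179, which limits how small the adjusted p can be. The tests of GC content, gene length, background reads and immediate-early genes were set before their results were seen.

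Fos and Jun each had 1 Bcl2 liver far from the other 4. In Bcl2 replicate 5, Fos was at 81.1 CPM (others 13.3 to 23.4) and Jun at 159 CPM (others 59.1 to 72.8), gaps of 0.851 and 0.862 of the range, above the Dixon value of 0.71 for 5 samples. Of 105 results tested in this way, these 2 passed, where chance gives 5.2, so neither stands out from chance. The total of that liver, 5618198 counts, lay inside the range of the other Bcl2 livers, which argues against library size. After correction for GC content and gene length the gap of Fos was 0.854, which argues against those trends as the whole cause. An immediate-early response in that liver, for example from handling at collection, stays open. The other immediate-early genes had a median of 0.40 (log2) above the other Bcl2 livers, below the 0.58 that had been set as the limit, but 10 of the 19 tested genes were highest in that liver, so the explanations cannot be told apart. Leaving out Bcl2 replicate 5 moved the log2 fold change of Jun to -0.015 and that of Fos from 1.25 to 0.48. Without GFP replicate 3, the Fos log2 fold change was 2.22.

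Targets of p53 form a list that the paper does not discuss and were higher in Bcl2 than in control livers (median log2 fold change 1.02, 13 of 17 called, camera adjusted p 3.81e-09, fry adjusted p 0.00790). Of these genes, Cdkn1a is also in Fig. 2E. Only 1 of the 56 splits, the real one, gave a difference of list medians as large. The median was 0.94 after correction for GC content and gene length and 0.97 after subtraction of background reads, which argues against both as the whole cause. Effects of Bcl2 or of the liver injury on these genes are possible explanations that were not tested, and the design cannot separate them.

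Cell cycle genes, also a list the paper does not discuss, had a median of 1.05 with 19 of 28 called (camera adjusted p 3.58e-12, fry adjusted p 0.0103). As large a difference was found in 1 of the 56 splits, the real one. Corrected for GC content and gene length the median was 1.05, and with background subtracted 1.31, so neither trend accounts for it. Division of hepatocytes or of other cells may lie behind the change, and whole liver RNA does not separate them.

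Genes of the fetal liver, which the paper does not discuss as a list, had a median of 2.04, with 7 of 11 higher (H19, Igf2, Afp, Cd24a, Gpc3, Igf2bp3 and Peg3) and 2 lower (Hmga2 and Lin28b). The camera adjusted p was 2.54e-04 and the fry adjusted p 0.0417. Differences as large came from 2 of the 56 splits. The median was 2.09 after correction for GC content and gene length and 2.31 with background subtracted, which argues against both. Requiring at least 10 counts in every liver gave a median of 1.03. Whether the increase lies in hepatocytes or in other cells was not tested.

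Neutrophil markers, a list not discussed in the paper, had a median of 3.06 (2.98 with 1 gene at its bound), with 11 of 12 called (camera adjusted p 1.39e-08, fry adjusted p 0.0365). The genes S100a8, S100a9, Retnlg and Lcn2 of this list are also in Fig. 2D or Fig. 2E. In 2 of the 56 splits the difference was as large. The values were 3.00 after correction for GC content and gene length and 3.29 with background subtracted, so neither is the whole cause. More neutrophils in Bcl2 livers, or expression of these genes in other cells, may explain the increase, and these were not separated. Mpo (log2 fold change 2.27), Elane (3.12) and Ngp (3.57) rose as well.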

How the results depend on the processing

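No test was chosen for these comparisons after the results were seen, apart from the corrections for GC content and gene length and for background reads, which were chosen after seeing the data. They gave 2301 and 2279 differentially expressed genes, 2041 and 1935 of them among the 2257, and an H19 log2 fold change of 5.70 and 5.80.

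The H19 log2 fold change kept its direction and its side of the thresholds under 10 of 10 alternatives (5.64 to 6.19), with a prior count of 2 (5.80), as the ratio of group means (5.85) or medians (5.72), and in the 8 fits without 1 liver (5.35 to 6.61). The clustering placed 8 of 8 livers with their own group in each alternative run, and 7 of 7 in each without 1 liver.

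The number of differentially expressed genes was 2371 with DESeq2, 2045 with limma-voom, 2253 with RLE, 2216 with upper quartile, 2162 with robust estimation, 1764 with at least 10 counts in every liver, and 2912 by the adjusted p-value alone. It was 4148 with library size only (1584 among the 2257), where scaling without TMM shifts the median log2 fold change of all genes to 0.39. With all genes with at least 1 count it was 3433 (1968 among the 2257, median of all genes -0.19), and the cause was not tested. The test against a fold change of 1.5 (glmTreat) gave 483, since by construction it asks for a fold change above the threshold beyond its error. Fits without 1 liver gave 1171 to 2416 genes; without GFP replicate 1, 50.2% of the 2257 were lost.

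Genes called from the paper's lists numbered 12 to 18 (collagen formation), 7 to 16 (inflammatory response), 6 to 11 (bile acid and bile salt metabolism) and 19 to 27 (lipid metabolism) over the alternatives that kept all livers. Of these counts, the inflammatory response genes upregulated fell below 11 by more than 1.5 times with limma-voom (7), and bile acid and salt metabolism genes downregulated were 6 with library size only; the cause was not tested. Fits without 1 liver gave 6 to 17 collagen formation, 6 to 12 inflammatory response, 7 to 9 bile acid and 9 to 23 lipid metabolism genes, with the lowest number of collagen and lipid genes without GFP replicate 1.

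The number of hand-written lists called was 17 with limma-voom, 18 with RLE, upper quartile and robust estimation, 15 with at least 10 counts in every liver, 19 with at least 1 count and 14 to 18 without 1 liver. It was 11 with library size only and 9 with fry, where the cause was not tested, and 0 with estimated correlation (3 at an unadjusted p under 0.05), which allows for correlation between genes.

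Of the single genes followed, 4 reversed direction. With library size only, the log2 fold changes were 0.10 for Nr0b2, 0.15 for Fgfr4 and 0.10 for Hnf4a, and without Bcl2 replicate 5 the Jun log2 fold change was -0.015 (up to 0.83 without GFP replicate 3). None of these 4 genes was called in any alternative with all livers. Medians of the sinusoidal endothelial, acute phase, B cell, Y-linked and X inactivation lists changed sign under at least 1 alternative. The numbers of single genes that crossed the thresholds were 3 stronger with DESeq2, 16 weaker with limma-voom, 3 weaker with upper quartile, 3 weaker and 12 stronger with library size only, 12 stronger with at least 1 count, 14 weaker with robust estimation, and 0 with RLE and with at least 10 counts in every liver. Without GFP replicate 1, 36 of 100 genes were weaker and 0 stronger, and without GFP replicate 2, 23 were weaker and 2 stronger.

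Correlations of the deviations from the group means were 0.204, -0.00124 and 0.273 for equal replicate numbers, while unequal numbers gave -0.217 to 0.190. The values 0.204 and 0.273 lay above every unequal pair, and -0.00124 did not. Whether the replicate numbers pair the livers therefore stays open. With the number as a replicate block, which leaves Bcl2 replicates 4 and 5 without a partner, 2302 genes were called (1209 higher, 1093 lower), the H19 log2 fold change was 5.83, and of the single genes 4 were weaker and 7 stronger.

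Low counts limit some genes. Bcl2 (0 to 9 counts) and Fgf15 could not be tested, and genes at or under 3 counts in all livers of 1 group have only a lower bound. Depth need not be the reason for either gene. The paper found Bcl2 mRNA and protein in liver of Bcl2 mice, and whether the mouse gene captures reads of the transgene is not known. Fgf15 was measured in the paper in ileum. Thinning every library to 4457966 counts gave 2125 called genes, 2040 of them among the 2257. Not run were the alternatives for data without counts (pseudocount 1, no filter on low values, quantile normalization), as counts were at hand, and the list tests with DESeq2.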

Differences from the paper's values

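Of the values the paper states for measures computed here, 3 differ both by more than 1.5 times and by more than an SD. All are folds of single genes in Fig. 2E, read by eye, on the same scale, a fold of Bcl2 over GFP. The SD is that of the Bcl2 livers divided by the GFP mean and leaves out the spread of the GFP livers. GFP counts were 6, 170 and 174 for Ly6d, 0, 15 and 12 for Sprr1a, and 1, 3 and 4 for Fbp2. These differences may therefore lie within the spread between livers. Another 4 folds were over 1.5 times from the figure but within the SD: S100a8 (10.6 against the paper's about 6 in Fig. 2E, read by eye), Chil3 (11.9 against about 7), Sult1e1 (7.96 against about 13) and S100a9 (11.1 against about 7). Sult2a1 (at least 4.08-fold, against about 8) is a lower bound.

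For Ly6d, the fold was 7.51 here against the paper's value of about 17 in Fig. 2E, read by eye. Of the alternatives set before the data were examined, limma-voom brought the value within 1.5 times (12.9), and the others did not. The fold in the authors' deposited comparison is 17.4.

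For Sprr1a, the fold was 8.47 against the paper's about 14 in Fig. 2E, read by eye. Values came within 1.5 times with limma-voom (14.3), library size only (10.9), the replicate block (9.38), without GFP replicate 2 (12.3) or 3 (9.96), and without Bcl2 replicate 1 (9.43) or 5 (9.47), and not with the other alternatives. The authors' deposited fold is 14.3.

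For Fbp2, the fold was 19.0 against the paper's about 10 in Fig. 2E, read by eye. Leaving out GFP replicate 1 gave 15.1, within the SD but still over 1.5 times the figure, and the other alternatives stayed outside both limits. The authors' deposited fold is 10.4.

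The paper describes Igf2 as little changed in Bcl2 mice, without showing data. Here the log2 fold change of Igf2 was 3.36 (edgeR adjusted p 0.0150), and the authors' deposited comparison gives 2.47 and calls the gene higher. It was not called with limma-voom (adjusted p 0.119), with robust estimation or without GFP replicate 1 (0.0610), against a range of 7.37e-06 to 0.119 over the alternatives.

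The paper reports 9 bile acid genes as lower by qPCR in Fig. 1F, and for genes of bile acid synthesis also by RNA-seq. It also states that Shp mRNA did not fall with Bcl2 overexpression in Fig. S4A, which shows primary hepatocytes in culture and not liver. In the counts, Nr1h4 (Fxr; -0.39, edgeR adjusted p 0.160, range over the alternatives 0.0223 to 0.948), Nr0b2 (Shp; -0.29, 0.412, range 0.220 to 0.735) and Abcb11 (Bsep; -0.42, 0.112, range 0.0773 to 0.824) did not pass both thresholds in any alternative, and the authors' deposited comparison does not call them either. Cyp7a1 (-1.55, 0.0581) was called with all genes with at least 1 count, with the replicate block, and without Bcl2 replicate 1 or 5, and Cyp8b1 (-1.62, 0.179) with all genes with at least 1 count. The authors' deposited comparison calls Cyp7a1 and Cyp8b1 lower.

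Some genes that Fig. 2D, Fig. 2E or Fig. S2B show as changed were not called here. The authors' deposited comparison calls each of them, and the settings here that call them are as follows. Adamts2 (log2 fold change 0.89, edgeR adjusted p 0.0790) was called with DESeq2, library size only, at least 1 count, the replicate block and without Bcl2 replicate 1. Fos (1.25, 0.215) was called with at least 1 count. Cxcl1 (1.09, 0.0649) was called with DESeq2, library size only, at least 1 count and without GFP replicate 3. Ptafr (0.96, 0.121) was called with library size only, at least 1 count, the replicate block and without Bcl2 replicate 5, and Cx3cl1 (1.25, 0.0686) with these and DESeq2. Cybb (0.74, 0.0962) was called with library size only, at least 1 count, the replicate block and without GFP replicate 3. Cd36 (0.76, 0.0934) was called with library size only and at least 1 count, and Lpl (1.04, 0.124) with these and the replicate block. Hexa (0.54, 0.0563) was called with library size only, at least 1 count, without GFP replicate 2 and without Bcl2 replicate 1. Sult1e1 (2.99, 0.0558) was called with library size only, at least 1 count, the replicate block and without Bcl2 replicate 1 or 5.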

Other observations

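Chosen only after the results were seen were all tests over splits of the livers, the corrections of the count of called genes for GC content, gene length and background, the tests of Igf2 against lists, the test of the hepatocyte share, and the correlation, library size and mislabeling tests of GFP replicate 1.

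Of the 56 splits of the 8 livers into 5 and 3, 1, the real split, called as many genes as the 2257. The next largest set Bcl2 replicates 2, 3 and 4 against the other livers (615 genes), and no other split called a gene. For the collagen formation, inflammatory response, bile acid and lipid lists, as many called genes came from 1 of 56 splits each, but the study drew these lists from the same livers, so this count decides nothing about a random grouping. Among hand-written lists, however, 5 of 56 splits, the real one included, called at least the 18 of the real split, so this number of lists by camera is within what a random grouping of the livers may give. Those 5 include the split of Bcl2 replicates 1, 2 and 3 from the rest (19 lists).

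Technical trends were tested as whole causes of the called genes. Correction for GC content and gene length gave 2301 genes, subtraction of background reads 2279, and thinning every library to the smallest total 2125. These argue against GC content, gene length, background and library size as the whole cause. The sequencing batch of the livers is not given and was not tested.

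GFP replicate 1 lies on the far side of the other GFP livers from the Bcl2 livers, and leaving it out reduced the called genes to 1171. Across genes, GFP replicate 2 less GFP replicate 1 had a correlation of 0.282 with the Bcl2 mean less GFP replicate 3, values that share no library. This is 1 liver, singled out for its place on the same axis, and genes vary together, so differences between GFP livers unrelated to the Bcl2 response cannot be told apart from a shared change. The correlation was 0.305 with replicates 2 and 3 exchanged, and 0.0319 for replicate 3 less replicate 2. It was 0.299 after correction for GC content and gene length and 0.276 with background subtracted, so neither is the whole cause. Totals of GFP replicates 1 and 2 had a ratio of 1.00, which argues against library size. The mean correlation of GFP replicate 1 was 0.908 with the Bcl2 livers and 0.960 with the other GFP livers, which argues against a Bcl2 liver under its name. Both chance variation of this liver and a weaker form of the Bcl2 change in GFP replicates 2 and 3 stay open, and no mice without virus were analysed here.

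Reads on genes that are silent in liver were fewer in Bcl2 livers. Olfactory and vomeronasal receptor genes (1286) held 113 ± 52.2 CPM in Bcl2 and 359 ± 59.1 CPM in GFP livers, 3.17 times as much (two-sided exact permutation p 0.0179). If residual genomic DNA were the source, other silent families would show the same. Keratin-associated proteins, taste receptors, beta-defensins and trace amine receptors (139 genes) held 10.9 ± 4.08 and 30.5 ± 7.92 CPM, 2.81 times as much (p 0.0179, same exact test). The values are consistent with residual genomic DNA in the GFP libraries, as a hypothesis, and a lower RNA content of the GFP samples was not tested.

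The increase of Igf2 was tested against other sources. Igf2os, on the opposite strand, held 8 counts in all Bcl2 livers together and 19 in the GFP livers, and Mir483 held 0, while Igf2 held 876 and 30, which argues against reads shared with an overlapping gene. Fetal liver genes without H19 and Igf2 (9 genes, median log2 fold change 1.20) were higher in Bcl2 livers (two-sided exact permutation p 0.0357), so a wider fetal liver program may include Igf2. Imprinted genes without H19 and Igf2 (17 genes, median 0.32) gave the same exact p of 0.0357 with genes centered and 0.179 without, so an imprinted gene network cannot be told apart from its absence.

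If the other cell types kept their proportions to each other, a lower share of hepatocytes in Bcl2 livers would raise all their markers alike. The medians of neutrophil markers (3.06) and sinusoidal endothelial markers (-0.24, or 0.14 with library size only) were 3.30 apart, more than the sum of their median absolute deviations, 0.633. This argues against a lower hepatocyte share of that even kind alone as the cause of the lower bile acid genes. It does not address a lower share from a rise of only some cell types. Hepatocyte markers were lower too (14 of 29 called, median log2 fold change -0.67, camera adjusted p 5.90e-10), so a lower hepatocyte share stays open. A change in the cell types that rose stays open.

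The comparison deposited by the authors calls 2164 genes, of which 362 are not called here. Of these, 336 were tested here, 298 with an adjusted p of 0.05 or more in edgeR and 38 under the fold threshold. Groups did not overlap for 78 (23.2%), against 90.8% of the 1802 genes called in both and 3.57% by chance, and the median dispersions were 0.0798 and 0.0373. A further 455 genes were called only here.

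The 13 genes of the Bcl2, Shp and H19 circuit named in the paper's text include 10 tested genes, 2 of them higher (H19 and Igf2; 2 adjusted over the list alone), with a median of 0.33 (0.17 without GFP replicate 1). By camera with the preset correlation, the list was called only with all genes with at least 1 count and with the replicate number as a block. It gave a camera adjusted p of 0.116 and a fry adjusted p of 0.0160, and a two-sided exact permutation p of 0.0179 with genes centered and 0.0536 without.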
